# Transcriptomic Changes Predict Metabolic Alterations in LC3 Associated Phagocytosis in Aged Mice

**DOI:** 10.3390/ijms24076716

**Published:** 2023-04-04

**Authors:** Anuradha Dhingra, John W. Tobias, Nancy J. Philp, Kathleen Boesze-Battaglia

**Keywords:** cholesterol trafficking, cholesterol metabolism, peroxisomes, transcriptomics, monocarboxylate transporters, LC3-associated phagocytosis (LAP), inflammation, retinal pigment epithelium (RPE), fatty acid metabolism

## Abstract

LC3b (*Map1lc3b*) plays an essential role in canonical autophagy and is one of several components of the autophagy machinery that mediates non-canonical autophagic functions. Phagosomes are often associated with lipidated LC3b to promote phagosome maturation in a process called LC3-associated phagocytosis (LAP). Specialized phagocytes, such as mammary epithelial cells, retinal pigment epithelial (RPE) cells, and sertoli cells, utilize LAP for optimal degradation of phagocytosed material, including debris. In the visual system, LAP is critical to maintain retinal function, lipid homeostasis, and neuroprotection. In a mouse model of retinal lipid steatosis-mice lacking LC3b (*LC3b*^−/−^), we observed increased lipid deposition, metabolic dysregulation, and enhanced inflammation. Herein, we present a non-biased approach to determine if loss of LAP mediated processes modulate the expression of various genes related to metabolic homeostasis, lipid handling, and inflammation. A comparison of the RPE transcriptome of WT and *LC3b*^−/−^ mice revealed 1533 DEGs, with ~73% upregulated and 27% downregulated. Enriched gene ontology (GO) terms included inflammatory response (upregulated DEGs), fatty acid metabolism, and vascular transport (downregulated DEGs). Gene set enrichment analysis (GSEA) identified 34 pathways; 28 were upregulated (dominated by inflammation/related pathways) and 6 were downregulated (dominated by metabolic pathways). Analysis of additional gene families identified significant differences for genes in the solute carrier family, RPE signature genes, and genes with a potential role in age-related macular degeneration. These data indicate that loss of LC3b induces robust changes in the RPE transcriptome contributing to lipid dysregulation and metabolic imbalance, RPE atrophy, inflammation, and disease pathophysiology.

## 1. Introduction

Autophagy, the activity of “self-eating”, is vital for cell homeostasis; this catabolic process degrades old, damaged, or abnormal organelles and other substances in the cell cytoplasm [1]. Macroautophagy (hereafter referred to as autophagy or canonical autophagy (CA)) is evolutionarily conserved across eukaryotes and involves formation of a double membrane autophagosome, a specialized structure that engulfs cellular components such as protein aggregates, lipids, and damaged organelles [2]. Upstream signals, such as nutrient deprivation or stress, trigger the activation of a multistep autophagy cascade involving several autophagy related proteins (ATGs), culminating in the lipidation of microtubule-associated protein light chain 3 (LC3/ATG8) to phosphatidylethanolamine (PE) during autophagosome biogenesis, a step necessary to target autophagosomes for lysosomal degradation [3,4,5,6]. Lipid homeostasis requires specialized autophagy processes to maintain mitochondrial and peroxisome health through mitophagy and pexophagy, respectively [5,7].

A sub-set of the autophagy related proteins are involved in a hybrid autophagy-phagocytosis pathway, termed LC3-associated phagocytosis (LAP), considered a non-cannonical autophagy pathway [8,9,10,11,12]. Professional phagocytes such as macrophages, monocytes, and dendritic cells, as well as non-professional/specialized phagocytes, such as mammary epithelial cells, retinal pigment epithelial (RPE) cells, and sertoli cells utilize LAP for optimal degradation of phagocytosed material, including dead cells/cellular debris, and to recycle nutrients, such as vitamin A derivatives [6,11,13,14,15]. While LAP shares molecular machinery with CA, it is a distinct process; unlike CA, LAP is AMPK–mTORC1–ULK1 independent and unresponsive to nutrient status [8,11,16]. In LAP, a sub-set of autophagy machinery proteins conjugate lipidated LC3 (LC3II) to single membrane phagosome to form a LAPosome followed by degradation in the lysosome [8]. LAP and CA are regulated by RUBCN (Run domain Beclin-1 interacting and cysteine-rich containing protein); this protein promotes LAP and concomitantly suppresses CA [17,18]. Defects in macrophage LAP lead to enhanced pro-inflammatory cytokine production in chronic obstructive pulmonary disease (COPD) and in response to cigarette smoke [10,19]. In vitro knockdown of *LC3b* in lung epithelia sensitized these cells to bleomycin-induced apoptosis [20]. Similarly, the *LC3b*^−/−^ mouse shows increased susceptibility to lung injury and fibrosis [20]. LAP mediates an anti-inflammatory and immune-suppressive response that, in the context of the tumor microenvironment, leads to evasion of immune surveillance resulting in tumor progression; LAP deficiency results in hyper-inflammation [21,22,23]. Numerous bacteria have evolved strategies to actively evade (or exploit) host cell LAP as a survival mechanism [9,24]. 

In the eye, LAP supports visual function and lipid homeostasis in the post-mitotic RPE cells. The RPE, residing in close apposition to photoreceptors, supplies nutrients to the retina, regulates fluid/ion balance, supports the visual cycle, and maintains the blood retinal barrier [11,25,26]. These functions rely on daily phagocytic clearance of lipid-rich photoreceptor outer segment tips over the lifetime of the retina [27]. RPE-LAP requires melanoregulin (Mreg, an LC3 interacting protein)-dependent recruitment of LC3II for subsequent phagosome maturation and phagolysosome formation, leading to degradation of the phagocytosed cargo [12,28]. Some of the degradation by-products are removed from the cell by transport to the choroid, and others are recycled; they replenish essential components and metabolites needed by the neural retina [6,11,29]. Mouse models of defective RPE-LAP (*Atg5ΔRPE*, *Mreg^−/−^* and *LC3b*^−/−^) exhibit increased phagosome accumulation, inadequate recovery of retinoids, and reduced visual capacity [11,12,28,30]. 

RPE is intimately associated with the neural retina, and RPE-LAP plays an important role in lipid regulation in the eye. Indeed, several studies have demonstrated that lipid dysregulation contributes to the pathogenesis of age-related macular degeneration (AMD) [31,32,33,34]. The RPE exploits LAP to efficiently degrade lipid and protein rich OS material daily; it metabolizes OS lipids to generate β-hydroxybutyrate (by ketogenesis), which may support the energy needs of the outer retina [35,36]. The abrogation of LAP, defective processing of lipid rich phagosomes in *LC3b*^−/−^ RPE, causes phagosome accumulation, resulting in a decrease in fatty acid oxidation and ketogenesis, as well as disrupted lipid homeostasis. This results in an increase in RPE and sub-RPE lipid deposits, elevated levels of lipid peroxidation products, pro-inflammatory sterol, 7-ketocholesterol (7KCh), and decreased levels of lipid pro-survival factors Neuroprotectin D1 (NPD1) and Maresin-1 [28]. Moreover, these mice show a sub-retinal recruitment of microglia [28]. These studies point to a vital role for LAP in lipid regulation with a loss of lipid/cholesterol homeostasis, contributing to an AMD-like phenotype [11,12,28,30]. Over time in aging *LC3b*^−/−^ mice, a chronic low-grade inflammatory response (para-inflammation) is manifested, which, combined with observed lipid steatosis, is reminiscent of non-alcoholic fatty liver disease [37]. 

Herein, we investigate how a loss of LC3b affects gene expression using an unbiased, RNAseq based comparative transcriptomics approach, thus allowing us to further uncover the mechanistic aspects of defective LAP leading to inflammation and lipid metabolic dysregulation. We provide a detailed report of the differentially expressed genes (DEGs) and perform gene ontology-based enrichment analyses and hallmark pathway analyses to decipher affected pathways. Our results show that in the *LC3b*^−/−^ mice, inflammatory response, cholesterol homeostasis, and complement activation are upregulated while fatty acid metabolism and oxidative phosphorylation are downregulated. Moreover, the data provides novel insights into gene expression changes in the solute carrier family and some RPE signature genes suggesting metabolic changes resulting from defective LAP. Finally, we identify 8 DEGs that have corresponding risk alleles reported for AMD in a large genome-wide association study (GWAS) [38] and experimentally validate the correlation between gene transcription (based on RNAseq) and protein expression for one of these DEGs. These results point to molecular links between defective LAP and AMD-like pathology and potentially can be extended to other age-related pathologies.

## 2. Results

### 2.1. RNAseq Data Source and Quality (High Throughput RNA Sequencing Data Set Preparation for Analysis)

Aged *LC3b^−/−^* mice show retinal lipid imbalance and enhanced pro-inflammatory micro-environment. This is due to RPE and sub-RPE lipid deposits and a concomitant decrease in the synthesis of protective lipid species, NPD1, and maresin-1 [28]. To identify RPE-specific changes in the *LC3b^−/−^* mouse at the gene expression level, we prepared RNA from RPE isolated from mouse retina. The experimental design used for RPE cell isolation for subsequent RNA preparation and sequencing is illustrated in Figure 1A. 

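Messenger RNA in RPE was compared between 4 WT mice (3 females and 1 male) and 3 *LC3b-/-* mice (2 females and 1 male), all labelled 24 months old, with 1 library per mouse and no pooling. The methods name the knockout strain and C57BL6/J as the WT strain, so the libraries may differ in strain background as well as in the targeted gene. RPE was released with hyaluronidase and trypsin from eyes whose cornea, ciliary body and lens had been removed. The libraries are stranded and made from polyadenylated RNA. The authors estimated the reads per transcript with salmon against the GENCODE vM26 transcripts, summed them to genes with tximeta, and deposited 1 estimated count per gene and library, rounded to whole numbers and not scaled for library size, for 52740 Ensembl identifiers. These counts sum to 24495952 to 34819720 in the WT libraries (median 26528167.5) and to 26704461 to 35616134 in the *LC3b-/-* libraries (median 33874824). Of the 28835 genes with a count in any library, edgeR's filterByExpr kept 16990 for testing. Libraries were scaled with TMM factors, and levels are given below as CPM on that scale, as mean ± SD between mice. Fold changes of *LC3b-/-* over WT and adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 16990 genes, and a gene was called differentially expressed with the paper's criteria, an adjusted p under 0.05 and a fold change of at least 1.5. Variation between mice of a group is wide, with a biological coefficient of variation of 0.398. The groups can be split in 35 ways, so an exact two-sided permutation test of any single value cannot give a p below 0.0286. The counts of the targeted gene *Map1lc3b* fit the labels of the 7 libraries: 4444, 2832, 2778 and 2865 in WT F1, F2, F3 and M1, against 168, 332 and 229 in *LC3b-/-* F1, F3 and M.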

Sequencing was performed using Illumina NovaSeq 6000 SP flow cell with the XP workflow (100 bp single read sequencing) to a minimum depth of 28.54 MR with a median depth of 30.4 MR (+/− 5.8 MR). 

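Counts assigned to genes sum to 34819720 in WT F1, 24495952 in WT F2, 26336538 in WT F3 and 26719797 in WT M1, and to 26704461 in *LC3b-/-* F1, 35616134 in *LC3b-/-* F3 and 33874824 in *LC3b-/-* M. The median total is 26.72 M counts and the lowest 24.5 M, where the paper gives a depth of at least 28.54 M reads with a median of 30.4 M; the deposited counts are used for every value here. Between 21114 (WT M1) and 23431 genes (*LC3b-/-* F3) had a count in a library, and the TMM factors ran from 0.931 to 1.12. The 10 most abundant genes took 16.3% to 20.8% of a library's counts. *Xist* had at most 79 counts in the libraries labelled male and at least 15942 in those labelled female, and *Ddx3y* had at most 9 counts in the female libraries against 2861 and 3529 in the male ones. Within a group, pairs of libraries differed by 72.0 to 239 times the counting error (chi-square per degree of freedom), so none is a copy of another.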

Total reads for the samples ranged from 26,704,479 to 35,616,153. For each sample, over 85% of reads mapped to the transcriptome. 

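For the principal components, log2 CPM of the 16990 genes (prior count 2) were centred and not scaled. The first component carries 44.1% of the variance, the second 27.1% and the third 9.48%. Coordinates on the first were −12.4, −53.2, −97.3 and −19.9 in WT F1, F2, F3 and M1, and 114.5, 45.1 and 23.3 in *LC3b-/-* F1, F3 and M, so the groups do not overlap. Their means, −45.7 ± 38.7 and 61.0 ± 47.6 (SD, n = 4 and 3), lie 2.51 pooled SDs apart, with the smallest p that the exact permutation test allows (0.0286, two-sided). On the second component the means were −13.9 ± 61.2 and 18.5 ± 47.4, and the groups overlap (exact permutation p = 0.543). The choice of genes moved the first component most: with the 500 most variable genes the separation was 1.43 pooled SDs (exact permutation p = 0.143). Leaving out 1 library gave separations from 2.01 (without WT F3) to 3.08 (without *LC3b-/-* M). *Krt6b*, *Eno1b*, *Krt13*, *Krt4* and *Muc4* had the largest loadings on the first component. *Eno1b* shares nearly all of its sequence with *Eno1*, and the summed counts of both and their copies do not differ (log2 fold change −0.19). Keratins are among these genes, and markers of ocular surface epithelium differed too. Their mean log2 CPM ran from 0.398 to 5.46 in the WT libraries and from 5.90 to 8.94 in the *LC3b-/-* libraries. The separation thus cannot tell an effect of genotype on RPE from different amounts of epithelial RNA.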

Principal component analysis (PCA) shows the overall variation among the samples with a clear separation in the first two components (Figure 1B).

### 2.2. RNA-Sequencing Analysis to Identify Differentially Expressed Genes (DEGs)

Differential expression between *LC3b^−/−^* and WT was analyzed using DESeq2. Genes showing fold change of ≤−1.5 or ≥1.5, and an adjusted *p*-value < 0.05 was considered differentially expressed. 

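Under the criteria above, 40 of the 16990 genes tested were differentially expressed in *LC3b-/-* RPE with edgeR's quasi-likelihood test, 21 higher (52.5%) and 19 lower than in WT. Without adjustment 4089 genes had a p under 0.05, 2293 higher and 1796 lower. In 3785 genes (22.3%) every *LC3b-/-* library lay on the same side of every WT library, where chance gives 5.71%. The choice of test moved the count most: DESeq2's Wald test called 1831 genes, 1259 higher and 572 lower, and these include all 40. The count also depends on single libraries. It was 215 without WT F1, 18 without WT F2, 16 without WT F3 and 20 without WT M1, and 15 without *LC3b-/-* F1, 11 without *LC3b-/-* F3 and 485 without *LC3b-/-* M.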

There were 1533 DEGs between *LC3b^−/−^* and WT, 1118 (~73%) up-regulated and 415 (27%) downregulated (Figure 2, Volcano plot). 

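Among genes higher in *LC3b-/-* RPE, the 5 smallest adjusted p-values (edgeR) belong to *Pcna-ps2*, *Ndufa12-ps*, *Wdfy1*, *Gm29787* and *Mylk2*. The WT libraries hold at most 3 counts of *Pcna-ps2* and *Gm29787*, which were at least 123-fold and at least 45.4-fold higher in *LC3b-/-* (adjusted p = 0.00204 and 0.00610). The log2 fold changes of the others were 3.56 (standard error 0.26, adjusted p = 0.00547) for *Ndufa12-ps*, 1.93 (standard error 0.14, adjusted p = 0.00547) for *Wdfy1* on chromosome 1 (79679017 to 79753860, GRCm39) and 4.06 (standard error 0.34, adjusted p = 0.00610) for *Mylk2* on chromosome 2 (152753232 to 152766628). Among genes lower in *LC3b-/-* RPE, *Map1lc3b* is followed by *Gm10524* (−2.84, adjusted p = 0.00423), *Gm16867* (−8.31, 0.00576), *Zbtb47* (−2.21, 0.00576) and *Adam7* (−3.94, 0.00631). These 10 genes were called whichever single library was left out, except *Adam7* without *LC3b-/-* F3 (adjusted p = 0.0642), and *Gm16867* was not called with limma's voom (adjusted p = 0.0580). Several have a near-identical copy elsewhere in the genome, and summing the counts of gene and copy leaves log2 fold changes of −0.09 for *Pcna-ps2* with *Pcna*, −0.45 for *Ndufa12-ps* with *Ndufa12*, 0.27 for *Gm29787* with *Cttn* and −0.79 for *Gm16867* with *Slc25a37* and *Gm27177*, none of them called (the copies of the first 3, which are pseudogenes, hold so many more counts that no change of the pseudogene alone would be called in the sum), and −1.65 for *Gm10524* with *Gm42429*, which still is. Had *Gm16867* or *Gm10524* alone changed, the sums would be −0.78 and −1.59. The sums found are close to these, so they give no sign of reads shared with the copies.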

A list of DEGs identified in this dataset along with their Log2 fold change and adjusted *p*-value is provided in Table S1. As expected, *Map1lc3b* was one of the most highly downregulated genes by adjusted *p*-value; furthermore, there was no compensatory upregulation of a related isoform *Map1lc3a* (gene encoding for LC3a) or other members of the ATG8/LC3 family (*Gabarap*, *Gabarapl1*, *Gabarapl2*) in the *LC3b^−/−^* mouse (Figure 2) [5,28,39,40,41].

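*Map1lc3b* (ENSMUSG00000031812; GRCm39 chromosome 8, 122317100 to 122325499) had the smallest adjusted p of the genes tested. Its level was 115 ± 11.2 CPM in WT (n = 4) and 7.28 ± 0.901 CPM in *LC3b-/-* (n = 3), a log2 fold change of −3.98 (standard error 0.15, adjusted p = 1.86e-04) with edgeR's quasi-likelihood test; leaving out 1 library gave −4.11 to −3.92, always called. Only with the replicate block does the call not hold (adjusted p = 0.110), and adding the counts of the copies *Gm6054* and *Gm6055* leaves −3.98. Each of the other family members was lower in *LC3b-/-* on average. *Map1lc3a* (chromosome 2) had 177 ± 20.8 CPM in WT and 143 ± 34.7 CPM in *LC3b-/-* (log2 fold change −0.31, edgeR adjusted p = 0.342) with overlapping groups (exact permutation p = 0.143). *Gabarap* fell from 229 ± 8.26 to 201 ± 22.9 CPM (−0.19, 0.382), *Gabarapl1* from 171 ± 10.9 to 139.7 ± 13.7 CPM (−0.29, 0.193) and *Gabarapl2* from 97.9 ± 5.56 to 82.1 ± 5.82 CPM (−0.25, 0.192). In these 3 genes every *LC3b-/-* library lay below every WT library (exact permutation p = 0.0286 each), while with edgeR none was called and only *Gabarapl1* (p = 0.0422) and *Gabarapl2* (p = 0.0410) were under 0.05 before adjustment. No choice of scaling turned any of these decreases into an increase.

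**Figure D1:**
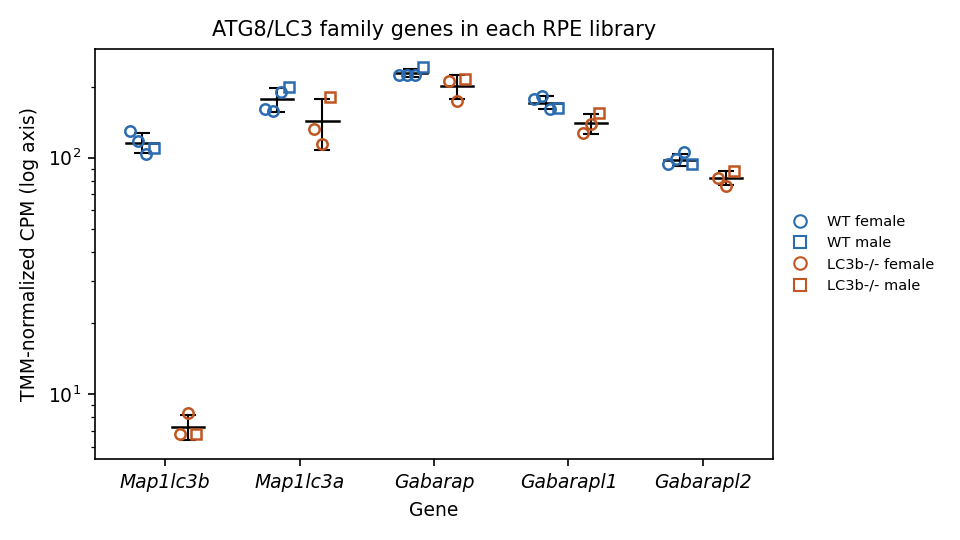
Levels of *Map1lc3b*, *Map1lc3a*, *Gabarap*, *Gabarapl1* and *Gabarapl2* in RPE of 4 WT and 3 *LC3b-/-* mice, in TMM-normalized CPM on a log axis. Points are single mice (circles female, squares male), lines are means and bars SDs.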

### 2.3. RNA-Sequencing Reveals Pathways Related to Inflammation and Metabolism 

We performed Gene Ontology (GO) based enrichment analysis using the Metascape tool under 3 categories: Molecular Functions (MF), Cellular components (CC), and Biological Processes (BP). Table 1 shows a list of GO terms for top 10 DEGs under each of these categories. Closer examination of these GO terms revealed that the majority overlap with upregulated DEGs. This is not surprising since there are many more upregulated DEGs (>2.5 fold) in our list. Next, we performed a similar enrichment analysis across all upregulated and downregulated genes separately. Figure 3A shows top 5 most enriched GO terms for each of the 3 categories; more than 5 GO terms have been shown in cases where LogP values were exactly the same for more than one term. 

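Counting genes by family, with the families defined by gene symbol, 42 of the 51 interleukin and interleukin receptor genes tested were higher in *LC3b-/-* RPE and 9 lower. None was differentially expressed over all genes with edgeR (2 without WT F1 and 2 without *LC3b-/-* M). An unadjusted p under 0.05 was seen in 20 (19 of them higher), or in 12 without *LC3b-/-* F1, and 7 passed when adjusted over the list alone. That last count was 0 without WT F2 and 23 without WT F1, and DESeq2's Wald test called 16. Of 30 chemokine genes 21 were higher, 6 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone. Without WT F2, WT F3, WT M1, *LC3b-/-* F1 or *LC3b-/-* F3, 1 chemokine gene passed over the list. Over all genes 0 were called (2 without WT F1 and 1 without *LC3b-/-* M). Among 19 genes of mitochondrial β-oxidation 17 were lower and 8 had an unadjusted p under 0.05 (3 without WT M1); none passed over all genes or adjusted over the list alone, where 8 did without *LC3b-/-* M. Of 19 V-ATPase subunit genes 17 were lower. The unadjusted p was under 0.05 for 8 of the lower and 1 of the higher genes (4 in all without *LC3b-/-* F1). When adjusted over the list alone 1 gene passed, a higher one (8 in all without *LC3b-/-* M), and none was called over all genes, though 1 was without WT F1 and 1 without *LC3b-/-* M.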

Interestingly, some of the most enriched GO terms for the upregulated genes are related to inflammation (Inflammatory response and cellular response to cytokine stimulus) and cell–cell adhesion (Figure 3A), whereas the downregulated DEGs were enriched in GO terms related to metabolism, including fatty acid metabolic process, transmembrane transporters, and mitochondria (Figure 3B). There was no significant enrichment of GO terms corresponding to phagosome maturation (GO:0090382) or phagosome lysosome fusion (GO:0090385). Reactome pathway analysis also supported these results; interleukin and cytokine signaling seen in 2 of the top 5 upregulated DEGs (Figure 3C) while metabolism of lipids and fatty acid metabolism was seen in the downregulated DEGs (Figure 3D).

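Tests of 13 Reactome gene sets, run with camera on all 16990 genes rather than on the called genes alone, give the direction of each set. Higher in *LC3b-/-* were signaling by interleukins (99 genes, median log2 fold change 0.32, adjusted p = 2.95e-04), cytokine signaling (203 genes, 0.35, 9.46e-06), hemostasis (370 genes, 0.32, 2.36e-04) and cholesterol biosynthesis (22 genes, 0.62, 0.0160). Respiratory electron transport was lower (67 genes, −0.28, 8.84e-10). The set for metabolism of lipids and lipoproteins had a median near 0 (411 genes, 0.02, 0.742), as did that for fatty acid, triacylglycerol and ketone body metabolism (84 genes, −0.01, 0.634) and peroxisomal lipid metabolism (21 genes, −0.01, 0.395). The citric acid cycle (18 genes, −0.14, 0.0616), the complement cascade (18 genes, 0.07, 0.461), cellular senescence (109 genes, 0.15, 0.204), telomere stress-induced senescence (31 genes, 0.08, 0.705) and condensation of prophase chromosomes (22 genes, 0.19, 0.204) did not pass either. With the rotation test fry in place of camera's preset correlation no set passed; the interleukin, cytokine and electron transport sets then had an adjusted p of 0.116. Of the 40 genes called with edgeR, the cytokine set holds *H2-T24* (higher; Fisher's exact test, p = 0.223) and the lipid set *Ggt1* and *Slco1b2* (lower; p = 0.0762), named here after their values were seen.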

In addition, an unfiltered list of genes ranked by their DESeq2 statistic was analyzed with GSEA against the hallmark gene collections in the Molecular Signatures Database (MSigDB). GSEA identified 34 significantly different (FDR q-val < 0.05) hallmark pathways; 28 were upregulated (Figure 4, top), and 6 were downregulated (Figure 4, bottom). 

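Gene sets written down from gene symbols and known pathway members were tested with camera, which compares a set with all other genes at a preset correlation of 0.01. Lower in *LC3b-/-* RPE were 86 subunits of oxidative phosphorylation (median log2 fold change −0.28, adjusted p = 2.24e-10), the mitochondrial β-oxidation genes (−0.24, 7.25e-04), 19 genes of peroxisomal oxidation (−0.38, 0.00187), 18 peroxins (−0.33, 2.15e-04) and 33 histone genes (−0.93, 3.26e-07). The interleukin genes (0.75, 1.62e-05), the chemokine genes (0.48, 0.0116) and 20 genes of the sterol pathway (0.67, 0.00158) were higher. With fry only the peroxins (adjusted p = 0.0185) and the histones (0.0432) passed, the others running from 0.0840 to 0.203, and with a correlation estimated from the libraries none did (0.369 to 0.421). Single libraries decide some values: without *LC3b-/-* F1 the sterol pathway median was 0.20 (camera adjusted p = 0.114), and without WT F3 the chemokine median was 0.29 (0.108). The chemokine median was 0.24 without *LC3b-/-* M and 0.83 without WT F1, and 0.0618 in the females alone (camera adjusted p = 0.0394), and the interleukin median ran from 0.53 (without WT F3) to 1.07 (without WT F1). Every set kept its direction under each choice of scaling.

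**Figure D2:**
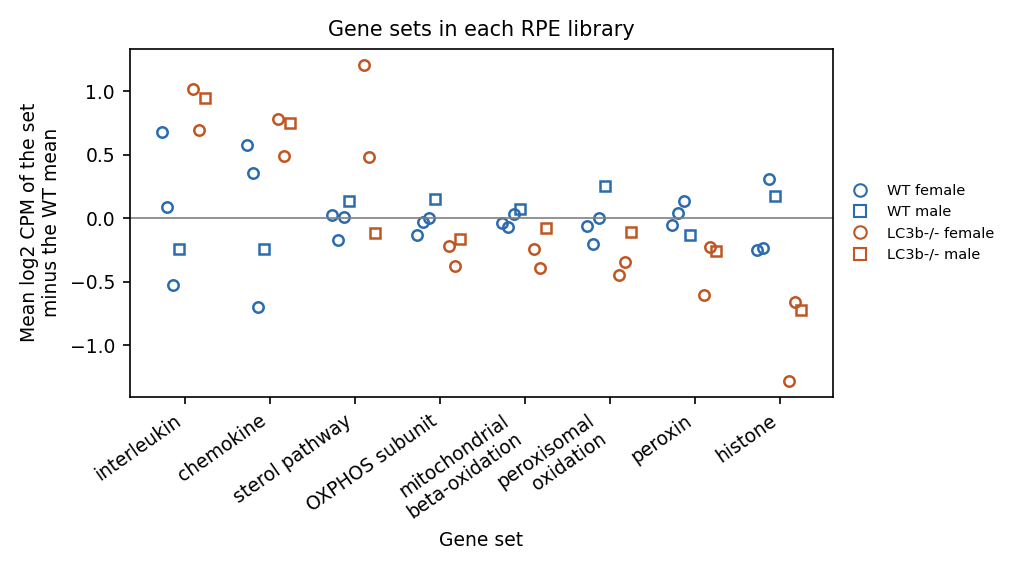
Mean log2 CPM of each gene set in each library, minus the mean of the 4 WT libraries. Points are single mice (circles female, squares male), without error bars.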

Upregulated pathways were dominated by inflammation/related pathways (eg, inflammatory response, complement, cholesterol homeostasis); those enriched by down-regulated genes were dominated by metabolic pathways (eg., oxidative phosphorylation, fatty acid metabolism, and peroxisome). We have previously established that LC3b plays a critical role in lipid-mediated homeostasis in the RPE; loss of LC3b leads to decrease in fatty acid oxidation, peroxisomal turn-over defects, age-dependent lipid accumulation, oxidative stress, and pro-inflammatory microenvironment [28,42].

*LC3b^−/−^*-RPE exhibits decrease in fatty acid oxidation and ketogenesis along with chronic low-grade inflammation [28]. To understand the contribution of gene expression changes associated with lipid metabolic imbalance and pro-inflammatory environment, we further examined some of the key hallmark pathways in relation to RPE physiology and metabolism (Figure 4, pathways marked by arrowheads). The hallmark inflammatory response gene set is composed of 196 genes; 112 genes were part of the leading edge with a normalized enrichment score (NES) of 2.39 (Figure 5A and Figure S1A). 

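The leading edge itself could be followed through 107 gene names in Figure S1A, of which 104 were tested. All 104 were higher in *LC3b-/-* RPE, with a median log2 fold change of 0.95, from 0.79 (without WT F3) to 1.29 (without WT F1). The set's genes were chosen by the study on these same libraries, so their direction is not independent evidence. None was differentially expressed with edgeR over all genes (11 were without WT F1 and 8 without *LC3b-/-* M), and 68 had an unadjusted p under 0.05 (42 without *LC3b-/-* F1). Adjusted over the list alone 39 passed; this was 0 without WT F2 and 75 without WT F1. The Wald test of DESeq2 called 36. In *LC3b-/-* F1, F3 and M, 103, 102 and 102 of the 104 genes were above the WT mean.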

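For the complement pathway 81 genes were read from the supplementary network of its leading edge, also chosen on these libraries and so not independent evidence. In *LC3b-/-* RPE 79 of them were higher and 2 lower (median log2 fold change 0.92), and 79, 78 and 78 were above the WT mean in *LC3b-/-* F1, F3 and M. With edgeR none was called over all genes (5 without WT F1, 6 without *LC3b-/-* M), 48 had an unadjusted p under 0.05, 25 without *LC3b-/-* F1, and 23 passed when adjusted over the list alone. Without WT F2 the last count was 0 and without WT F1 it was 51. With DESeq2's Wald test 24 were differentially expressed.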

The hallmark complement gene set includes 187 genes; 85 genes were part of the leading edge with an NES of 2.1 (Figure 5B and Figure S1B). The hallmark cholesterol homeostasis gene set includes 74 genes; 38 genes were part of the leading edge with an NES of 2.1 (Figure 5C and Figure S1C).

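All 38 names in that leading edge were tested, and all were higher in *LC3b-/-* RPE (median log2 fold change 0.75, between 0.50 without *LC3b-/-* F1 and 0.94 without *LC3b-/-* M), with 38, 38 and 30 above the WT mean in *LC3b-/-* F1, F3 and M. Over all genes edgeR called none, but 6 without WT F1 and 11 without *LC3b-/-* M; 26 had an unadjusted p under 0.05 and 18 passed when adjusted over the list alone, 30 without *LC3b-/-* M. This list too was chosen on these libraries and is not independent evidence. DESeq2's Wald test called 17, limma's voom 5, a fit with sex as a covariate 4 and the females alone 2, and edgeR with DESeq2's size factors, with library size alone, without a filter or with at least 10 counts in every library called 3 each.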

The hallmark oxidative phosphorylation gene set is composed of 199 genes; 138 genes were part of the leading edge with an NES of −3.02 (Figure 5D and Figure S2A). 

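For oxidative phosphorylation nuclear-encoded subunits of the respiratory complexes and ATP synthase stand in for the leading edge, whose names were not used here. Of the 86 subunits tested, 78 were lower in *LC3b-/-* RPE and 8 higher. None was called with edgeR over all genes (1 without WT F1 and 3 without *LC3b-/-* M), 33 had an unadjusted p under 0.05 (32 of them lower; 12 without *LC3b-/-* F3), and 2 passed when adjusted over the list alone (0 without WT F2 and 4 without *LC3b-/-* M). With DESeq2 6 were called. The decrease is thus small per gene and shared by most subunits. In each *LC3b-/-* library the mean log2 CPM of the list lay below that of each WT library (exact permutation p = 0.0571, two-sided, n = 4 and 3). From the ranks of all genes in its enrichment analysis, the paper concludes that the pathways raised without LC3b are dominated by inflammation and those lowered by metabolism.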

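Of 54 names read from the leading edge of fatty acid metabolism, 53 were tested and all 53 were lower in *LC3b-/-* RPE (median log2 fold change −0.41); in *LC3b-/-* F1, F3 and M, 0, 0 and 2 of them were above the WT mean. None passed over all genes with edgeR (2 did without *LC3b-/-* M), while 34 had an unadjusted p under 0.05, 14 without *LC3b-/-* F1. Adjusted over the list alone, which the study chose on these libraries and which is not independent evidence, 3 passed, against 0 without WT F3 and 36 without *LC3b-/-* M. By DESeq2's test 10 were called and by a fit with sex as a covariate 8. A separate list of 18 enzyme subunits of the TCA cycle had 14 lower and 4 higher (median −0.14, −0.08 without WT M1 and −0.22 without *LC3b-/-* M), with 2 under an unadjusted p of 0.05, 1 when adjusted over the list alone (0 without WT F3) and none over all genes.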

The hallmark fatty acid metabolism gene set includes 155 genes; 57 genes were part of the leading edge with an NES of −1.72 (Figure 5E and Figure S2B). 

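All 35 leading-edge genes of the peroxisome pathway were tested and lower in *LC3b-/-* RPE, with a median log2 fold change of −0.48 and no gene above the WT mean in any *LC3b-/-* library. With edgeR 27 had an unadjusted p under 0.05 (11 without *LC3b-/-* F3) and none was called over all genes, though 1 was without WT F1 and 3 were without *LC3b-/-* M. Adjusted over the list alone 9 passed, 1 without *LC3b-/-* F3 and 24 without *LC3b-/-* M; as the study picked the list on these libraries, this is not independent evidence. Under DESeq2's test 7 were called. Peroxins as a family, taken by symbol, had 16 of 18 lower, with 8 under an unadjusted p of 0.05 (4 without *LC3b-/-* F1) and 4 when adjusted over the list alone (1 without *LC3b-/-* F3), and 0 called over all genes (1 without WT F1 and 1 without *LC3b-/-* M).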

The hallmark peroxisome gene set is composed of 102 genes; 35 genes were part of the leading edge with an NES of −1.72 (Figure 5F and Figure S2C).

### 2.4. Several Solute Carrier Family Genes Are Differentially Expressed

Transporters play one of the most essential roles in metabolic homeostasis [43]. Anion transmembrane transporter activity was identified as one of the top GO terms in the pathway enrichment analysis of downregulated DEGs (Figure 3B). As RPE is intimately connected with choroid (basal) and neural retina (apical) and has an important regulatory role in movement of metabolites and ions into and out of retina, we broadened our analysis to look specifically at solute carrier family gene expression. There were 43 DEGs (depicted in the heat map, Figure 6A top) between *LC3b^−/−^* and WT out of a total of 390 solute carrier genes (χ2 = 9.599; two-tailed *p* value < 0.05). 

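The annotation lists 393 protein-coding genes with an Slc symbol or an Slco one, and 298 of them were tested: 147 were higher and 151 lower in *LC3b-/-* RPE (154 and 143 without WT F1, 154 and 152 without *LC3b-/-* M, 157 and 141 with library size alone and 152 and 146 with sex as a covariate). With edgeR's quasi-likelihood test 1 was differentially expressed, *Slco1b2*, named after its value was seen (log2 fold change −3.02, adjusted p = 0.0480). Of the fits that left out 1 library, those without WT F1 and without *LC3b-/-* M called it again, among 4 and 14 called solute carriers. Sex as a covariate gave 5 called solute carriers and the females alone 4. Against the other genes tested, the call of *Slco1b2* alone with all 7 libraries and no covariate gives an odds ratio of 1.44 (Fisher's exact test, two-sided, p = 0.508). The unadjusted p was under 0.05 for 81 (45 higher and 36 lower; 48 without *LC3b-/-* F1), and 10 passed when adjusted over the list alone (0 without WT F3 and 71 without *LC3b-/-* M). DESeq2's Wald test called 50, an odds ratio of 1.74 (Fisher's exact test, p = 7.99e-04), and with no filter on low counts edgeR called 4 (odds ratio 4.17, p = 0.0184). With limma's voom the ratio was 0.918 (Fisher's exact test, p = 1.00), and without the Slco and Slc9a3r genes, or without any of WT F2, WT F3, WT M1, *LC3b-/-* F1 or *LC3b-/-* F3, no solute carrier was called and the ratio was 0. Of the 43 genes in the heat map 41 were tested, 26 higher and 15 lower, and 40 had an unadjusted p under 0.05; the same 40 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. *Slc2a5* and *Slc23a1* had too few counts for the test. Without *LC3b-/-* M 13 of the heat map's genes were called, and without WT F1 2.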

Interestingly, *Slc16a1* and *Slc16a8* encoding for MCT1 and MCT3, respectively, two of the key lactate transporter genes expressed in the RPE [44] are downregulated while *Slc16a11* (encoding for MCT11, an orphan transporter), expression is upregulated in *LC3b^−/−^* RPE [45]. Moreover, expression of *Bsg*, encoding for Basigin (CD147), a protein required for proper trafficking of MCT1 and MCT3 to the plasma membrane, was also downregulated (Table S1, Figure 6A, bottom) [46,47]. 

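*Slc16a1* (ENSMUSG00000032902; GRCm39 chromosome 3, 104545811 to 104565780) averaged 786 ± 195 CPM in WT and 369 ± 171 CPM in *LC3b-/-* RPE (n = 4 and 3), a log2 fold change of −1.09 (standard error 0.34, adjusted p = 0.129) with edgeR. For *Slc16a8* (ENSMUSG00000032988; GRCm39 chromosome 15, 79135214 to 79138964) the levels were 1378 ± 321 and 730.1 ± 314 CPM, a change of −0.92 (standard error 0.32, adjusted p = 0.155). In both genes every *LC3b-/-* library lay below every WT library (exact permutation p = 0.0286, two-sided), and leaving out 1 library kept the decrease (−1.53 to −0.85 and −1.33 to −0.72). A list of 20 RPE markers was lower as well, with a median log2 fold change of −0.86. Whether these decreases come from a smaller share of RPE RNA or from lower expression in RPE was not settled. *Slc16a11* (ENSMUSG00000040938; GRCm39 chromosome 11, 70103578 to 70107267) rose from 9.19 ± 4.03 to 44.7 ± 31.1 CPM, 2.28 (standard error 0.66, adjusted p = 0.115); 2 of the 3 *LC3b-/-* libraries lay above all WT libraries (exact permutation p = 0.114). After adjustment over all genes edgeR called none of the 3, except *Slc16a11* without *LC3b-/-* M (log2 fold change 2.76, adjusted p = 0.0322). Each was called by DESeq2's Wald test (adjusted p = 0.0149 for *Slc16a1*, 0.0337 for *Slc16a8* and 0.00441 for *Slc16a11*).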

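The level of *Bsg* (ENSMUSG00000023175; GRCm39 chromosome 10, 79540143 to 79547821) was 3102 ± 404 CPM in WT and 1883 ± 486 CPM in *LC3b-/-* RPE, lower in all 3 *LC3b-/-* libraries than in any WT library (exact permutation p = 0.0286, two-sided, n = 4 and 3). With edgeR the log2 fold change was −0.72 (standard error 0.24, adjusted p = 0.144), from −0.95 to −0.58 with 1 library left out. DESeq2's Wald test called *Bsg* (adjusted p = 0.0154). A smaller share of RPE RNA is not excluded for it either. Taken as a list of 5 with the glucose transporter gene *Slc2a1*, the lactate transport genes all had an unadjusted p under 0.05 and passed when adjusted over the list alone, though none did so without WT M1, and 3 had an unadjusted p under 0.05 without *LC3b-/-* F1. Each of the 5 is in the authors' list of called genes, so this is not independent evidence.

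**Figure D3:**
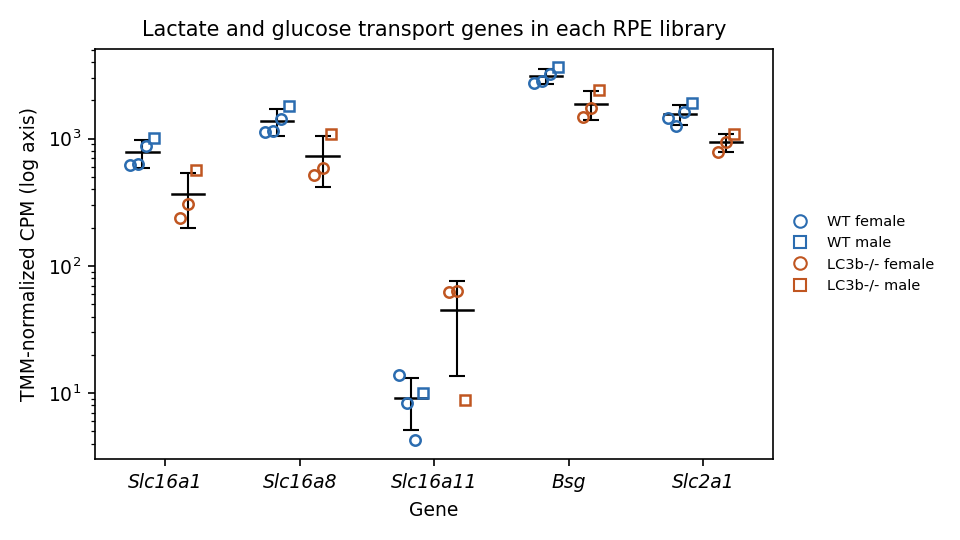
Levels of *Slc16a1*, *Slc16a8*, *Slc16a11*, *Bsg* and *Slc2a1* in RPE of 4 WT and 3 *LC3b-/-* mice, in TMM-normalized CPM on a log axis. Points are single mice (circles female, squares male), lines are means and bars SDs.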

Consistent with the transcriptomic analysis, we observed ~40% decrease in MCT3 protein levels in the *LC3b^−/−^* compared to the WT control (Figure 6B). Mouse RPE/choroid flat mounts also showed a decrease in MCT3 with a mis-localization of much of the remaining MCT3 as intracellular and not plasma membrane-associated, consistent with the decrease in *Bsg* (Figure 6C).

### 2.5. Loss of LC3b Is Associated with Differential Expression of Select RPE Signature and Lipid Metabolism Related Genes

Gene expression alterations in some of the key lactate transporter genes (such as *Slc16a1*) prompted us to evaluate expression of RPE signature and lipid metabolism related genes. We used mouse orthologs from a list of RPE signature genes (human) reported previously [48]. 

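The 19 RPE signature genes shown in the heat map were all tested; the rest of the signature list was not used here. In *LC3b-/-* RPE 14 were lower and 5 higher (median log2 fold change −0.81, from −1.01 without *LC3b-/-* M to −0.69 without *LC3b-/-* F1). With edgeR 18 had an unadjusted p under 0.05 and none was called over all genes, the lowest adjusted p being 0.0840 for *Aldh1a3* (log2 fold change 2.94), named after its value was seen. Adjusted over the list alone 18 passed, but 3 without *LC3b-/-* F1 and 7 without *LC3b-/-* F3, and the list was chosen on these libraries, so this is not independent evidence. All 19 were called by DESeq2's Wald test, a fit with sex as a covariate 3, the females alone 1, and the fit without *LC3b-/-* M 6.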

Our analysis revealed significantly different expression profile between *LC3b^−/−^* and WT (χ2 = 6.43; two-tailed *p* value < 0.05) with 19 DEGs among 149 genes in the list. Expression profile of the DEGs is depicted in the heat map (Figure 7A). 

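*Enpp2* (ENSMUSG00000022425; GRCm39 chromosome 15, 54701324 to 54816288) and *Ptgds* (ENSMUSG00000015090; GRCm39 chromosome 2, 25352795 to 25362601) are abundant in these libraries and lower without LC3b. *Ptgds* averaged 18098 ± 3114 CPM in WT and 10863 ± 3329.8 CPM in *LC3b-/-* RPE, and *Enpp2* 3389 ± 1108 and 1469 ± 802 CPM (n = 4 and 3). For each of them the *LC3b-/-* libraries all lay below the WT libraries (exact permutation p = 0.0286, two-sided). The log2 fold changes were −1.21 (standard error 0.43, adjusted p = 0.157) for *Enpp2* and −0.74 (standard error 0.33, adjusted p = 0.226) for *Ptgds* with edgeR, which called neither. Both were called by DESeq2's Wald test (adjusted p = 0.0195 for *Enpp2* and 0.0301 for *Ptgds*). Whether a smaller share of RPE RNA in the *LC3b-/-* libraries lowers them was not settled.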

Gene expression of *Rbp1* (retinoid binding protein 1), *Enpp2* (Ectonucleotide Pyrophosphatase/Phosphodiesterase 2), and *Ptgds* (Prostaglandin D2 Synthase), further suggest some functional decline in the *LC3b^−/−^* RPE. Moreover, expression of *Slc6a20b* (Sit1, a proline and betaine transporter) is upregulated (Figure 7A). 

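*Slc6a20b* (ENSMUSG00000025243; GRCm39 chromosome 9, 123419865 to 123461630) is weakly expressed, at 2.97 ± 0.817 CPM in WT and 12.0 ± 7.59 CPM in *LC3b-/-* RPE, with every *LC3b-/-* library above every WT library (exact permutation p = 0.0286, two-sided, n = 4 and 3). Its log2 fold change was 2.02 (standard error 0.45, adjusted p = 0.0919) with edgeR's quasi-likelihood test and ran from 1.41 to 2.37 when 1 library was left out. It was called with DESeq2's Wald test (adjusted p = 5.95e-04).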

Interestingly, expression of *Best1* and *Rpe65*, two well studied RPE markers did not change significantly (Figure S3A,B) [49].

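With edgeR, *Best1* (ENSMUSG00000037418; GRCm39 chromosome 19, 9962538 to 9978997) had a log2 fold change of 0.19 (standard error 0.35, adjusted p = 0.768) at 1.27 ± 0.352 CPM in WT and 1.45 ± 0.282 CPM in *LC3b-/-*, a level at which only large changes could be seen. *Rpe65* (ENSMUSG00000028174; GRCm39 chromosome 3, 159304802 to 159330958) is abundant, at 2679 ± 869.7 CPM in WT against 1450.4 ± 635 CPM in *LC3b-/-* RPE, and its log2 fold change was −0.89 (standard error 0.37, adjusted p = 0.203), lower whichever library was left out (−1.28 to −0.63). The exact permutation test gave p = 0.457 for *Best1* and p = 0.0571 for *Rpe65* (two-sided, n = 4 and 3). Neither was called under any alternative tried. For *Rpe65* a smaller share of RPE RNA in the *LC3b-/-* libraries is not excluded as the source of the decrease.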

On a molecular scale, our GSEA analysis showed transcriptional changes in fatty acid metabolism and cholesterol homeostasis. We sought to further explore if LAP-mediated processes modulate the level of genes related to lipid transport/handling. 

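Of 41 genes of lipoprotein metabolism (apolipoproteins, apolipoprotein B mRNA editing enzymes, *Apobr*, *Mttp*, *Pltp*, *Lcat*, *Acat1*, *Acat2* and *Lrp8*), 27 had enough counts for the test, and 14 were higher and 13 lower in *LC3b-/-* RPE. None was differentially expressed with edgeR (odds ratio 0, Fisher's exact test, two-sided, p = 1.00), while 10 had an unadjusted p under 0.05, 5 in each direction, and 9 passed when adjusted over the list alone (0 without WT F2). With DESeq2's Wald test 8 were called, an odds ratio of 3.52 (Fisher's exact test, p = 0.00550). Sex as a covariate gave 1 called gene (odds ratio 3.29, Fisher's exact test, p = 0.270), leaving out WT F1 also 1 (3.22, p = 0.276) and leaving out *LC3b-/-* M 3 (4.42, p = 0.0375). The 9 genes of the heat map, chosen on these libraries, all had an unadjusted p under 0.05, with 4 higher and 5 lower. Outside them, log2 fold changes with edgeR were *Apobr* 0.89 (0.151) for the adjusted p in brackets, *Lrp8* −0.82 (0.276), *Acat1* −0.18 (0.490), *Acat2* 0.23 (0.610) and *Lcat* −0.28 (0.797). The sign of the last 2 is not settled: *Lcat* was 0.32 without WT F1, and *Acat2* was −0.13 without *LC3b-/-* F1 and −0.03 when its counts were summed with those of its copy *Acat3*.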

Gene expression profiles for lipoprotein metabolism associated genes, including apolipoproteins (30 genes), apolipoprotein B mRNA editing enzyme catalytic polypeptides 1–4 (4 genes), *Apobr*, *Mttp*, *Pltp* and *Lcat*, *Acat1*, *Acat2*, and *Lrp8* also showed significant differences between *LC3b^−/−^* and WT with 9 DEGs out of 41 genes examined (χ2 = 13.93; two-tailed *p* value < 0.05) (Figure 7B, left). 

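*Apoa2* (ENSMUSG00000005681; GRCm39 chromosome 1, 171049125 to 171053948) and *Apoc4* (ENSMUSG00000074336; GRCm39 chromosome 7, 19412005 to 19415405) are close to the detection limit in these libraries. *Apoa2* averaged 0.475 ± 0.209 CPM in WT and *Apoc4* 0.596 ± 0.586 CPM, and no *LC3b-/-* library had more than 3 counts of either, so that they were at least 5.00-fold and at least 6.28-fold lower in *LC3b-/-* (edgeR adjusted p = 0.0982 and 0.129; exact permutation p = 0.0286 and 0.114, n = 4 and 3). *Apoc1* (ENSMUSG00000040564; GRCm39 chromosome 7, 19422540 to 19427328) rose from 1.64 ± 1.17 to 10.6 ± 8.67 CPM, a log2 fold change of 2.70 (standard error 0.73, adjusted p = 0.105). *Pltp* (chromosome 2, 164677702 to 164701743) fell from 1225 ± 277 to 579.1 ± 212 CPM (−1.08, edgeR adjusted p = 0.107) and *Mttp* (chromosome 3, 137795612 to 137850729) from 16.1 ± 2.22 to 9.16 ± 1.79 CPM (−0.81, 0.0960), both without overlap between the groups. All 5 were called by DESeq2's Wald test. With edgeR's quasi-likelihood test *Pltp* was called with sex as a covariate (adjusted p = 0.0471) and without *LC3b-/-* M (0.0478).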

PPI string diagram (Figure 7B, right) depicting interaction between the differentially expressed genes *Apoc4*, *Apoc1*, *Apoa2*, *Pltp*, and *Mttp* suggests altered lipoprotein metabolism in the *LC3b^−/−^* RPE with *Apoa2* potentially playing a central role.

Lipoprotein metabolism is intimately linked to cholesterol biosynthesis and transport. 

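Genes of cholesterol synthesis and transport were higher in *LC3b-/-* RPE, *Stard4* and *Fdps* among them. *Stard4* (ENSMUSG00000024378; GRCm39 chromosome 18, 33332197 to 33346942) rose from 6.05 ± 1.61 CPM in WT to 32.6 ± 15.9 CPM in *LC3b-/-* (log2 fold change 2.43 (standard error 0.36, adjusted p = 0.0563), edgeR) and *Fdps* from 25.6 ± 5.03 to 88.1 ± 70.9 CPM (1.78 (standard error 0.50, adjusted p = 0.111)). For both the groups did not overlap (exact permutation p = 0.0286, two-sided, n = 4 and 3). Smaller increases were seen in *Hmgcs1* (0.71), *Sqle* (0.70), *Cyp51* (0.91), *Idi1* (0.92) and *Nsdhl* (0.65), with adjusted p-values from 0.172 (*Idi1*) to 0.305 (*Sqle*). None of the 7 was called over all genes. Without *LC3b-/-* F1 the log2 fold changes fell to 0.91 for *Fdps*, 0.25 for *Hmgcs1*, 0.15 for *Sqle*, 0.35 for *Cyp51*, 0.36 for *Idi1* and 0.29 for *Nsdhl*, and *LC3b-/-* M lay below every WT library for *Sqle*, *Cyp51* and *Nsdhl*. *Stard4* (1.99 without *LC3b-/-* F1) lies near the threshold and was called under each alternative of test, scaling, filter, sex covariate or females alone, and also without WT F1 (adjusted p = 0.0472) or without *LC3b-/-* M (0.0206). Without *LC3b-/-* M, *Fdps* (log2 fold change 2.18, adjusted p = 0.0407) and *Cyp51* (1.26, 0.0453) were called too, and DESeq2's Wald test called *Fdps*.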

GSEA of cholesterol homeostasis pathways show upregulation of genes for cholesterol biosynthesis (*Hmgcr*, *Hmgcs1*, *Fdps*, *Sqle*, *Cyp51a1*, *Idl1*, *Nsdhl*, and others), as well as genes associated with cholesterol trafficking/import (*Stard4*, *Ldlr*) [50]. Core enrichment subset in the cholesterol homeostasis pathway also includes genes coding for proteins involved in lipid metabolic disorders, some of which link lipoprotein metabolism with cholesterol homeostasis (*Lpl*, *Ldlr*) and the cholesterol biosynthetic enzymes (*Dhcr7*, *Nsdhl*, and *Ebp*) (depicted as heat map in Figure 7C) [51,52]. 

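For the remaining genes the log2 fold changes with edgeR were *Lpl* 0.77 (0.264) with its adjusted p in brackets, *Dhcr7* 0.72 (0.213) and *Ebp* 0.51 (0.201). Without *LC3b-/-* F1 the changes fell to 0.28, 0.19 and 0.28.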

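Of the genes of the TCA cycle and fatty acid oxidation given here, *Sdhc* had the smallest adjusted p. *Sdhc* (ENSMUSG00000058076; GRCm39 chromosome 1, 170954732 to 170978223) averaged 151 ± 7.93 CPM in WT and 102 ± 8.42 CPM in *LC3b-/-* RPE, a log2 fold change of −0.57 (standard error 0.11, adjusted p = 0.0869) with edgeR, and the groups did not overlap (exact permutation p = 0.0286, two-sided, n = 4 and 3). *Cpt2* (−0.62, adjusted p = 0.126) and *Acadvl* (−0.47, 0.116) did not overlap either. The same holds for *Acaa1a*, *Sdhd*, *Cpt1a* and *Sdha*, while the groups overlap for *Acadl* and *Suclg1*. The decreases of *Acadl* (−0.43), *Acaa1a* (−0.35), *Suclg1* (−0.41), *Sdhd* (−0.35), *Cpt1a* (−0.21) and *Sdha* (−0.20) had adjusted p-values from 0.164 (*Acaa1a*) to 0.343 (*Sdha*). None of these genes was called over all genes. *Sdhc* was called with sex as a covariate (adjusted p = 0.0479), and *Sdhc* and *Cpt2* by DESeq2's Wald test.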

GSEA of fatty acid metabolism pathway shows downregulation of genes involved in ketogenesis (*Hmgcs2*), several genes critical for the TCA cycle (*Sdhc*, *Sdha*, *Sdhd*, *Aco2*, *Suclg1*), peroxisomal fatty acid oxidation (*Acox1*, *Acaa1*), and mitochondrial β-oxidation (*Acadl*, *Acadvl*, *Cpt2*, *Cpt1a*) (depicted as heat map in Figure 7D). Acox1 catalyzes desaturation of acyl-CoA esters, which is the initial committed step in peroxisomal fatty acid oxidation [53,54].

### 2.6. DEGs with Potential Role in Age-Related Retinal Diseases

Dysregulation in lipid/cholesterol homeostasis is linked to age-related diseases and loss of RPE function [55,56,57]. Several features observed in the *LC3b^−/−^* RPE, such as reduced phagocytosis, lipid deposits, recruitment of immune cells, and complement pathway activation are reminiscent of AMD-like pathophysiology [28,58,59,60]. To gain insight into the molecular changes underlying this pathology, we analyzed expression of genes with potential role in AMD.

We started with a list of 41 genes based on a list identified as genes with top priority and statistical significance combined in a genome-wide association study (GWAS) published by the International AMD Genomics Consortium (IAMDGC). Currently, this is both the most recent and largest AMD GWAS study and reported 52 independent genetic signals distributed over 34 loci associated with AMD at genome-wide significance [38,61]. There was a significantly different expression profile between *LC3b^−/−^* and WT (χ2 = 12.02; two-tailed *p* value = 0.0005) with 8 DEGs out of 37 mouse orthologs identified (depicted in the heat map, Figure 8), including *Rdh5*, *Slc16a8*, and *Htra1*. 

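*Htra1* (ENSMUSG00000006205; GRCm39 chromosome 7, 130537518 to 130587390) had 69.5 ± 5.61 CPM in WT and 133 ± 18.6 CPM in *LC3b-/-* RPE, and *Rdh5* (ENSMUSG00000025350; GRCm39 chromosome 10, 128749385 to 128759341) 2432 ± 545 and 1135 ± 424 CPM, both without overlap between the groups (exact permutation p = 0.0286, two-sided, n = 4 and 3). Their log2 fold changes with edgeR were 0.94 (standard error 0.13, adjusted p = 0.0530) and −1.10 (standard error 0.31, adjusted p = 0.110). *Htra1* lies just above the threshold and was called under each other test, scaling and filter tried, with sex as a covariate, without WT F1 (adjusted p = 0.0485) and without *LC3b-/-* M (0.0248). *Rdh5* was called with DESeq2's Wald test (0.00402) and with sex as a covariate (0.0479). Adding the counts of its copies leaves a change of −1.08. Its decrease could also come from a smaller share of RPE RNA, which was not settled. Over the 8 genes in the heat map, 4 higher and 4 lower, 1 was called over all genes with edgeR and 8 passed when adjusted over the list alone, a list chosen on these libraries and so not independent evidence. Without WT F2, WT F3 or *LC3b-/-* F3 none of the 8 was called, and without WT F1 or *LC3b-/-* M 2 were. The remaining orthologs of that list were not used here.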

Slc16a8 (MCT3) plays an important role in regulating ionic composition of outer retina and *Slc16a8^−/−^* mice showed reduced visual function [62]. A subset of patients with *RDH5* (retinol dehydrogenase 5) mutation develop macular atrophy; reduced RDH5 activity is considered a risk factor for AMD [63,64]. Increased protein expression of *HTRA1* (High Temperature Requirement A Serine Peptidase 1), a serine protease, was seen in iPSC-derived RPE cell line from subjects carrying AMD risk-associated 10q26 locus [65].

## 3. Discussion

Post-mitotic cells such as neurons, RPE cells, and cardiac myocytes utilize autophagic processes to sustain homeostasis; these cells get rid of unwanted material (waste) and recycle cellular components, thus maintaining intracellular quality control over their lifetime [6,66]. In the RPE, LAP plays a necessary role in cell homeostasis through the optimal clearance of phagocytosed OS fragments; this supports (1) the visual cycle by recycling retinoids, (2) retinal metabolism (e.g., by metabolizing lipids to generate ketones and thus providing energy to the neural retina), and by producing insulin locally to support homeostasis, (3) RPE and retinal health and function by preventing buildup of excess lipids, (4) ensuring the synthesis of anti-inflammatory lipids [11,28,30,43,67]. LAP thus serves a protective role in the retina. We have previously established that the LC3b, an LC3 isoform, plays a crucial role in RPE-LAP; it is critical for lipid homeostasis and in regulating the inflammatory state of the retina/RPE [5,28,41]. Here, using RNAseq based comparative transcriptomics, we identified 1533 DEGs with ~73% of these upregulated and 27% downregulated in the *LC3b*^−/−^ RPE. There was no compensatory upregulation of any other Atg8/LC3 family members-*LC3a, Gabarap, Gabarapl1*, and *Gabarapl2*, consistent with previous studies showing no upregulation of *LC3a* in *LC3b*^−/−^ [5,28,39,41,68]. In the absence of LC3b, inflammatory and complement-related pathways are upregulated while fatty acid metabolism, oxidative phosphorylation, and peroxisome pathways are downregulated. To the best of our knowledge, this is the first report using RNAseq based expression profiling in a defective LAP model.

### 3.1. LC3b and Lipid Metabolic Dysregulation

Daily phagocytosis of OS presents a unique set of challenges for the RPE; estimates suggest that each RPE processes ~0.08–0.15 pmoles of OS derived fatty acid per day [6,27,35]. Excessive lipid accumulation and formation of lipid-peroxidation adducts in RPE/Ch is a common feature of mouse models of defective phagosome transport and degradation [30,56,69]. The RPE utilizes LAP in the daily ingestion of lipids that it degrades to provide metabolic intermediates; the lipids provide a critical energy source for the RPE through fatty acid oxidation and metabolically couple with photoreceptors to provide β-hydroxybutyrate (β-HB) [35,36,42].

Herein, we found that the hallmark pathways for oxidative phosphorylation and fatty acid metabolism are significantly downregulated in 24-month-old old *LC3b*^−/−^ mice. Leading-edge gene subsets of these pathways include *Acadvl, Cpt2, Cpt1a*, and *Acadl* (involved in mitochondrial fatty acid β-oxidation), *Sdhc, Sdha, Sdhd, Aco2, Suclg1* (involved in TCA cycle), and *Hmgcs2* (rate limiting enzyme in ketogenesis). Approximately 30% of OS lipids are very long chain fatty acids (VLCFAs, C ≥ 20), which are preferentially catabolized in peroxisomes via β-oxidation [53,54]. Therefore, efficient lipid catabolism in the RPE requires the coordination of β-oxidation pathways within both mitochondria and peroxisomes [42,53,54,70]. 

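*Pex11a* (ENSMUSG00000030545; GRCm39 chromosome 7, 79385705 to 79392879) averaged 27.6 ± 1.30 CPM in WT and 13.9 ± 2.52 CPM in *LC3b-/-* RPE without overlap (exact permutation p = 0.0286, two-sided, n = 4 and 3), a log2 fold change of −0.99 (standard error 0.15, adjusted p = 0.0580) with edgeR. It lies near the threshold and was called without WT F1 (adjusted p = 0.0485), without *LC3b-/-* M (0.0284), with limma's voom (0.0279), with no filter on low counts (0.0466), with sex as a covariate (0.0437) and with DESeq2's Wald test (5.86e-06). *Cat* (ENSMUSG00000027187; GRCm39 chromosome 2, 103284194 to 103316185) fell from 351 ± 78.7 to 205 ± 82.9 CPM (−0.77 (standard error 0.30, adjusted p = 0.175)), *Pex2* from 38.9 ± 4.23 to 27.6 ± 2.00 CPM (−0.49 (standard error 0.13, adjusted p = 0.0990)) and *Pex6* from 73.0 ± 9.44 to 57.3 ± 4.05 CPM (−0.35 (standard error 0.13, adjusted p = 0.168)), none of them called with edgeR. Below every WT library lay all 3 *LC3b-/-* libraries for *Pex2* and 2 of them for *Cat* (exact permutation p = 0.0571 for each).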

Our GSEA analysis showed significant downregulation of peroxisome pathways, both biogenesis and turnover, as indicated by alterations in *Acox1* and *Cat*, as well as *Pex6*, *Pex11a*, and *Pex2*. The protein products of the Acox gene family, the acyl-CoA oxidases (ACOXs) catalyze desaturation of the AcylCoA esters in the committed step of peroxisome fatty acid oxidation [53,54]. Hydrogen peroxide generated in the ACOX reaction is rapidly degraded by the anti-oxidant enzyme catalase in a coupled reaction. Peroxisomes are the main site for catalase dependent antioxidant activity to maintain redox homeostasis of the RPE [71]. In the RPE, peroxisome turnover is an LC3b dependent process; *LC3b*^−/−^ RPE have elevated peroxisome numbers with reduced antioxidant function reminiscent of aging/disease RPE [42,71,72]. Furthermore, peroxisome catalase activity is lower in primary RPE from aged donors and those with AMD [73]. While the interplay between LAP, peroxisome FAO and peroxisome turnover is a subject of future investigation; the downregulation of the hallmark peroxisome pathway in the *LC3b*^−/−^ further lends support to decline in peroxisome function contributing to lipid dysregulation, higher oxidative stress, and disease pathogenesis.

Mitochondrial ketogenesis often serves as a fat disposal conduit, specifically when fatty acid oxidation exceeds mitochondrial capacity [37,74]. Such decreased capability may be due to mitochondrial dysfunction, aging, or disease [75], as well as lipid overload (for example, after a high fat meal). By disposing of acetyl-CoA, a product of FAO, ketogenesis prevents the need for terminal oxidation through the TCA cycle thus decreasing oxidative stress due to enhanced TCA flux [76]. Progressive mitochondrial dysfunction is a major contributor to the pathophysiology of age-related diseases of the outer retina [55,77,78]. Mice lacking *Hmgcs2* exhibited ketogenic deficiency and develop non-alcoholic fatty liver disease spontaneously [79]. 

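*Retsat* (ENSMUSG00000056666; GRCm39 chromosome 6, 72575458 to 72585996) was at 59.7 ± 9.84 CPM in WT and 32.7 ± 4.11 CPM in *LC3b-/-* RPE (n = 4 and 3), lower in each *LC3b-/-* library than in each WT library (exact permutation p = 0.0286, two-sided). The log2 fold change was −0.87 (standard error 0.16, adjusted p = 0.0842) with edgeR, and −0.98 to −0.81 with 1 library left out. It was called without *LC3b-/-* M (adjusted p = 0.0494), with sex as a covariate (0.0479) and with DESeq2's Wald test (4.90e-04).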

*RetSat*, coding for retinol saturase, an oxidoreductase with diverse functions, including retinoid metabolism, was also included in the leading edge gene subsets. In adipocytes, *RetSat* expression is regulated by PPAR γ and is proposed to be involved in insulin sensitivity [80,81]. *Retsat^−/−^* mice show reduced production of all-trans-13,14-dihy-droretinol from dietary vitamin A, an increased accumulation of neutral lipids, and increased adiposity [80,82].

Our transcriptomic analysis provided unique insight into the regulation of metabolic pathways at the level of gene expression in RPE-LAP deficient cells. Although fatty acid metabolism and oxidative phosphorylation pathways were down regulated, cholesterol homoeostasis pathways were upregulated. The RPE not only synthesizes cholesterol through the mevalonate pathway, but also takes up cholesterol from the circulation, as well as the daily phagocytosis of OS tips with cholesterol homeostasis regulated via cholesterol efflux [83,84,85]. In the aging macula, dysregulation of cholesterol metabolism and lipoprotein processing are considered contributors to the onset and development of age-related degeneration [56]. Non-alcoholic fatty liver disease is similarly associated with dysregulated cholesterol metabolism, and it manifests on a molecular level as cholesterol accumulation in the mitochondria [86]. Schirris and colleagues [87], using metabolic network modeling, suggest cholesterol biosynthesis as a potential compensatory pathway in mitochondrial dysfunction serving as a means by which to restore the NADH and NADPH balance. Our own transcriptomic studies (Figure 5D and Figure S2A) and previous in vitro studies suggest mitochondrial dysfunction in LAP-deficient RPE [88]. If compensatory, cholesterol biosynthesis as a means to maintain homeostasis presents a unique challenge to the RPE, as cholesterol is also taken up through daily the LAP-dependent degradation of OS tips, the loss of which results in high levels of the pro-inflammatory sterol, 7-keto cholesterol, a component of AMD-associated drusen [89].

A critical aspect of cholesterol efflux in the RPE is cholesterol esterification and subsequent packaging and secretion in lipoprotein-like particles (LLP) by the RPE back to the circulation [56]. These lipoproteins called BrM-LLP are distinct from circulating plasma lipoproteins [90]; esterified cholesterol is the largest component of BrM-LLP, it is over 10-fold more abundant than triglyceride [91]. 

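*Apoo* (ENSMUSG00000079508; GRCm39 chromosome X, 93410593 to 93460703) had a log2 fold change of −0.54 (standard error 0.14, adjusted p = 0.106) with edgeR, from 50.5 ± 4.10 CPM in WT to 34.8 ± 6.31 CPM in *LC3b-/-* RPE (n = 4 and 3). Every *LC3b-/-* library lay below every WT library (exact permutation p = 0.0286, two-sided). Its fold change is under 1.5, and it was called only without *LC3b-/-* M (log2 fold change −0.70, adjusted p = 0.0478).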

Our transcriptomic analyses highlights modulation of numerous genes associated with lipoprotein metabolism, including *ApoO*, *Pltp*, *Mttp*, *ApoC4*, and *ApoA2* all of which are downregulated. As a group these genes are associated with plasma lipoprotein assembly, remodeling, and clearance. Of note, *Mttp*, encoding for microsomal transfer protein is necessary for the synthesis of β-lipoproteins, likely BrM-LLP by the RPE [55,90,92]. 

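In *LC3b-/-* RPE *Apobec1* (ENSMUSG00000040613; GRCm39 chromosome 6, 122553765 to 122580071) rose from 5.51 ± 1.64 to 13.3 ± 4.72 CPM without overlap (exact permutation p = 0.0286, two-sided, n = 4 and 3), a log2 fold change of 1.28 (standard error 0.34, adjusted p = 0.103) with edgeR. Part of its sequence recurs in other annotated genes, and the counts summed over all of these rose by 0.45 on the log2 scale. *Apobec3* (ENSMUSG00000009585; GRCm39 chromosome 15, 79775860 to 79800206) rose from 7.86 ± 2.85 to 19.5 ± 3.07 CPM (1.31 (standard error 0.29, adjusted p = 0.0911); exact permutation p = 0.0571) and was called without WT F1 (adjusted p = 0.0472). Both were called by DESeq2's Wald test (adjusted p = 0.0115 for *Apobec1* and 0.00156 for *Apobec3*).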

Interestingly, two genes, *ApoBec1* and *ApoBec3*, involved in apolipoprotein B mRNA editing, are both upregulated. What role this gene editing activity plays in RPE-specific β-lipoproteins assembly is unknown. Further studies are necessary to understand how cholesterol biosynthesis and packaging in lipoproteins is influenced by LAP with an emphasis on therapeutics designed to restore lipid homeostasis [57].

The metabolic fate of tissues is not only regulated by the levels of rate-limiting metabolic enzymes, but also by the expression and localization of solute transporters. Glucose is the primary metabolic substrate of the neural retina and is transported from the choroidal blood supply to the outer retina by GLUT1 (*Slc2al*) transporters in the apical and basolateral membranes of the RPE. The lactate generated in the outer retina through aerobic glycolysis is transported out of the retina by lactate transporters expressed in the apical (MCT1) and basolateral (MCT3) membranes of the RPE [93,94]. We found the genes encoding these transporters (*Slc2a1*, *Slc16a1*, and Slc16a8) were all decreased in the *LC3b*^−/−^ RPE (Figure 6A). 

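The gene for GLUT1, *Slc2a1* (ENSMUSG00000028645; GRCm39 chromosome 4, 118965908 to 118996365), had 1562 ± 274 CPM in WT and 941 ± 153 CPM in *LC3b-/-* RPE, lower in every *LC3b-/-* library than in any WT library (exact permutation p = 0.0286, two-sided, n = 4 and 3). With edgeR its log2 fold change was −0.73 (standard error 0.21, adjusted p = 0.116), between −0.86 and −0.62 with 1 library left out. DESeq2's Wald test called it (adjusted p = 0.00881). As with *Slc16a1* and *Slc16a8*, a smaller share of RPE RNA is not excluded.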

Previous studies have shown MCT3 expression is reduced by mitochondrial dysfunction and RPE atrophy [95]. Furthermore, *SLC16a8* (MCT3) is a risk allele for AMD, and the loss of MCT3 expression was observed at early stages of AMD [96,97]. The reduced MCT3 expression in the *LC3b*^−/−^ RPE is consistent with previous findings, showing that the expression of RPE signature genes are impacted by mitochondrial dysregulation and inflammation [98].

### 3.2. Defective LAP, Inflammation, and Complement System

Progress in understanding LAP in professional and specialized phagocytes has shown some interesting parallels. In macrophages and other immune cells, defective LAP leads to increased inflammatory signaling and inflammatory cytokine production [3,99,100]. RPE cells are one of the “most oxidative environments” in the body [101,102], generating reactive oxygen species resulting from an oxygen-rich environment, high metabolic activity, daily flux of polyunsaturated fatty acids due to OS phagocytosis, and bisretinoid accumulation [6,103,104]. Chronic oxidative stress contributes to numerous retinal degenerative diseases, including AMD [105,106]. In the absence of LC3b, undigested lipids act as substrates for lipid peroxidation reactions; there is an accumulation of the proinflammatory sterol, 7-ketocholesterol (7KCh), and reduced biosynthesis of anti-inflammatory molecules—NPD1 and maresin-1—thus further exacerbating inflammation [24,28,107,108]. Our GSEA analyses show that inflammatory and complement pathways are significantly upregulated in the *LC3b*^−/−^, potentially contributing to an AMD-like phenotype. Polymorphisms in complement factor genes in the context of environmental risk factors are associated with AMD [109,110,111]. Several studies point to an intimate relationship between oxidative stress, complement activation, and inflammation in models of AMD [56,109,112,113,114,115]. Moreover, in an in vitro RPE lipid steatosis model, in which the loss of the autophagy protein, LC3b, results in defective phagosome degradation and metabolic dysregulation, we show that lipid overload results in increased gasdermin cleavage, IL-1β release, lipid accumulation, and decreased oxidative capacity [88]. The current RNAseq analyses expands these in vitro studies, as numerous cytokines and caspases (inflammatory response) are associated with the GSEA leading edge gene subsets in *LC3b*^−/−^ RPE (see Figure 5A and Figure S1A).

### 3.3. Lapses in LAP and AMD Associated Phenotype

Lipid metabolic imbalance is a hallmark of cardiovascular diseases, type 2 diabetes, Alzheimer’s disease and AMD [116,117,118,119,120,121,122]. Moreover, several age-related disorders, including neurodegenerative disorders and AMD are associated with dysregulated autophagy [123]. Defects in autophagy and associated processes in long-lived post-mitotic cells like RPE that are challenged with lipid-rich OS throughout life makes them especially vulnerable to age-related pathologies [11,28,69]. A recent study on a cohort of Finnish patients reported several SNPs in the autophagy related genes, including rs73105013-T for *MAP1LC3A* that are associated with increased risk for wet AMD [124]. With a range of structural, metabolic, and functional defects, especially with regards to lipid dysregulation and inflammation, *LC3b*^−/−^ RPE offers an opportunity to investigate the AMD-like phenotype in a mouse model. Using the comparative transcriptomics approach, here, we identified 8 DEGs overlapping with a list of prioritized genes associated with independent genetic signals in the largest AMD GWAS published to date [38,61]. These include: *Htra1*, *Tnfrsf10b*, *Tgfbr1*, *Trpm3*, *Tspan10*, *Slc16a8*, *Adamts9*, and *Rdh5* (mouse orthologs). Four of these genes: *Tspan10*, *Tnfrsf10b*, *Htra1*, and *Rdh5* also overlapped with a list of putative causal genes for AMD based on human eye eQTL (expression quantitative trait loci) and GWAS signal co-localization [125]. 

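*Tnfrsf10b* (ENSMUSG00000022074; GRCm39 chromosome 14, 70004916 to 70021860) is the gene of this list called over all genes with edgeR, at 14.9 ± 1.84 CPM in WT and 39.5 ± 3.63 CPM in *LC3b-/-* RPE (log2 fold change 1.41 (standard error 0.14, adjusted p = 0.0111)). The call holds in 4 of the 7 fits that leave out 1 library and not without WT F2 (adjusted p = 0.0675), without WT F3 (0.0556) or without *LC3b-/-* F3 (0.0797), while the fold change stays between 1.34 and 1.49. *Tgfbr1* (0.56 (standard error 0.14, adjusted p = 0.0990)) and *Adamts9* (1.02 (standard error 0.29, adjusted p = 0.111)) were higher in *LC3b-/-*, and *Trpm3* (−0.74 (standard error 0.21, adjusted p = 0.115)) and *Tspan10* (−1.03 (standard error 0.24, adjusted p = 0.0951)) lower, none of them called. DESeq2's Wald test called *Trpm3*, *Tspan10* and *Adamts9*.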

There is ongoing research in the field to investigate AMD pathogenesis using a range of approaches, such as gene expression studies on post-mortem eyes from AMD patients, in vitro studies with iPSC-RPE cells from subjects carrying risk allele variants, and animal models [126]. iPSCS-RPE cells derived from a patient carrying two copies of *SLC16A8* risk allele (rs77968014-G) showed deficit in transepithelial lactate transport [127]. Furthermore, there was a progressive loss of MCT3 with an increasing severity of dry AMD [96]. An increase in the expression of HTRA1 protein was reported in iPSC-RPE cell line from subjects carrying a high-risk genotype at 10q26 locus [65,128], and a clinical trial evaluating the inhibition of HTRA1 is ongoing [129]. Mutations in *RDH5* have been reported in a subset of patients with macular atrophy [63,130]. A variant in *RDH5* has been shown to be associated with an increased skipping of exon 3, nonsense-mediated decay of the of aberrant transcript, and lower minor allele specific expression, thus providing a potential mechanistic link by which *RDH5* allele contributes to AMD risk [64]. Interestingly, expression of both *RDH5* and *TRPM3* decreases under inflammatory conditions in vitro and has been suggested to contribute to RPE dysfunction in AMD [131,132]. *TRPM3* codes for a calcium permeable cation channel activated by noxious heat, neurosteroid pregnenolone sulfate, or osmotic pressure [131,132,133,134]. *TRPM3* gene hosts *miR-204*, a microRNA highly expressed in the RPE that plays an important role in gene regulation and retinal/RPE homeostasis [134,135,136]. Furthermore, cholesterol enrichment inhibits TRPM3 activation and has been suggested as a mechanism for proinflammatory cytokine secretion associated with atherosclerotic processes [137]. Modulation of *Trpm3* levels along with cholesterol accumulation and increased inflammation observed in the *LC3b*^−/−^ mouse RPE offers potential mechanistic insights into AMD pathogenesis [28]. Downregulation of *Trpm3* may also reduce inflammatory thermal hyperalgesia as has been seen in *Trpm3^−/−^* mice [138,139]. The RNAseq data using the *LC3b*^−/−^ mouse model reported here is a valuable addition to bridge the gaps in our understanding of AMD pathophysiology and to identify potential therapeutic targets, and it has the potential to be extended to other lipid metabolic defects/age-related diseases as well.

## 4. Materials and Methods

### 4.1. Animals

*LC3b*^−/−^ mice (strain name: B6;129P2-*Map1Lc3btm1Mrab*/J; stock # 009336 [68]) and C57BL6/J wildtype (WT) mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). The mouse lines were confirmed to be free of the *rd8* mutation by Transnetyx (Cordova, TN, USA). Maintenance of mouse colonies and all experiments involving animals were as described previously [12]. Mice were housed under standard cyclic light conditions: 12 h light/12 h dark and fed ad libitum, with both female and male mice used in these studies. All procedures involving animals were approved by the Institutional Animal Care and Use Committees (IACUC) of the University of Pennsylvania and were in accordance with the Association for Research in Vision and Ophthalmology (ARVO) guidelines for use of animals in research.

### 4.2. Antibodies

Primary antibodies used were: mouse anti-β-Actin (A2228; Sigma-Aldrich, St. Louis, MO, USA), goat anti-p-cadherin (AF761, R&D Systems, Minneapolis, MN, USA), rabbit anti-MCT3 [140], rabbit-anti-GAPDH (#5174, Cell Signaling Technology, Danvers, MA, USA), and mouse anti-RPE65 (NB100-355, Novus Biologicals LLC, Centennial, CO, USA). Secondary antibodies used were: goat anti-mouse and goat anti-rabbit horseradish peroxidase (HRP)-conjugated antibodies (Thermo Fisher Scientific, Waltham, MA, USA), donkey anti-goat, and anti-rabbit IgG Alexa Fluor 594/488 conjugates (Invitrogen, Waltham, MA, USA).

### 4.3. RPE Cell Isolation

RPE cells from WT (N = 4) and the *LC3b*^−/−^ (N = 3) mice (age ~24 months) eyes were isolated with enzymatic treatment and gentle dissociation as described [141] with minor modifications. Briefly, the mice were anesthetized by CO_2_ asphyxiation, the eyes were enucleated, and muscles and connective tissue were removed in ice cold HBSS-H− (HBSS without calcium or magnesium + 10 mM HEPES). Cornea, ciliary body, and lens were removed, and the eyecups were incubated in 1mg/mL Hyaluronidase solution (in HBSS-H−) at 37 °C, 5% CO_2_ for 20 min followed by incubation in ice-cold HBSS-H+ (HBSS with calcium and magnesium + 10 mM HEPES) and gently pulling away the neural retina. Next, the RPE/choroid was incubated in 0.25% trypsin at 37 °C, 5% CO_2_ for 1 h, transferred to 20% fetal bovine serum (FBS) /HBSS-H+ solution, and gently shaken to detach RPE sheets, followed by centrifugation at 240× *g* for 5 min to collect the RPE sheets/cells.

### 4.4. RNA Isolation and Library Preparation

Total RNA was isolated with RNAEasy Plus Mini kit (QIAgen, Hilden, Germany) per manufacturer’s instructions. RNA concentration, and sample quality was determined using an Agilent bioanalyzer. Total RNA samples with a RIN value of 7.1 (+/− 0.29) and a concentration between 1.1 and 2.7 ng/µL were used. An amount of 15 ng of total RNA were used for library preparation using NEB Ultra II stranded mRNA library kit (New England Biolabs, Ipswich, MA, USA) as per manufacturer’s instructions and assessed for quality. Libraries were subjected to 100 bp single read sequencing on a NovaSeq SP flow cell using a NovaSeq 6000 sequencing system (Illumina, San Diego, CA, USA) by the Next-Generation Sequencing Core of the University of Pennsylvania. The raw RNAseq data has been deposited in the Gene Expression Omnibus database (GEO, NCBI) under the accession number GSE225344.

### 4.5. RNAseq Data Analysis

Fastq files containing raw data were imported into Salmon (v1.9.0) [142] to count hits against the transcriptome defined in Gencode (vM26) (annotation built on genome assembly GRCm39) [143]. Further analysis was done using several bioconductor packages in R (v4.2.2). The transcriptome count data was annotated and summarized to the gene level with tximeta (v1.16.1) [144] and further annotated with biomaRt (v2.54.1) [145]. Principal Component Analysis (PCA) coordinates were calculated with the bioconductor (v3.16) package PCAtools (v2.10.0). The normalizations and statistical analyses were done with DESeq2 (v1.38.3) [144].

### 4.6. Enrichment Analysis

DESeq2 was used to determine the significance of differential expression between the two groups. Genes showing a fold change of ≤−1.5 or ≥1.5 (Log2-transformed ratio of ≤−0.585 or ≥0.585), and an adjusted *p*-value (*p*-value corrected for false discovery rate using Benjamini-Hochberg method) ≤ 0.05 was considered significantly differentially expressed genes (DEGs). The up- and downregulated DEGs were tested for enrichment of Gene Ontology (GO) pathways using Metascape [146]. Additionally, an unfiltered list of genes ranked by their DESeq2 statistic was analyzed with GSEA (Gene Set Enrichment Analysis, v4.3.2), where pre-ranked analyses against gene collections in the Molecular Signatures Database (MSigDB, v2022.1.Hs) were carried out [147,148]. Enrichment scores and statistics for genesets in the hallmark collection were calculated.

### 4.7. Gene Expression Visualization

Variance stabilized expression values (calculated with DESeq2) for DEGs were used to generate heatmaps using the ClustVis web tool [149]. Rows were clustered using correlation distance and average linkage. Volcano plot was constructed using VolcaNoseR webapp using log2Fold change on the X axis and −log10(adjusted P) on the Y axis [150,151].

### 4.8. Protein–Protein Interaction Network Analysis

STRING database (version 11.5) was used to predict protein-protein interactions network (PPI) with cutoff criterion score >0.4; interaction sources included text-mining, experiments, and curated databases [152,153].

### 4.9. Immunoblotting

Immunoblotting was performed as described previously [28]. Cleared RPE and retinal lysates were prepared in RIPA buffer with 1% protease inhibitor mixture (Sigma-Aldrich, Burlington, MA, USA; P8340) and 2% phosphatase inhibitor mixture 2 (Sigma-Aldrich; P5726). 10–15 μg of protein was separated on 12% Bis-Tris-PAGE (Invitrogen) under reducing conditions and transferred to PVDF membranes (Millipore, Billerica, MA, USA). Membranes were blocked with 5% milk in PBS, 0.1% Tween-20 for 1 h at room temperature and incubated with primary antibodies for anti-MCT3 (1:5000), anti-GAPDH (1:10,000), anti-RPE65 (1:1000), or anti-β-actin (1:5000) overnight at 4 °C. Membranes were washed and incubated with goat anti-rabbit (1:3000) or goat anti-mouse (1:3000) HRP-conjugated secondary antibodies for 1 h at room temperature. The blots were developed using ECL SuperSignal^®^ West Dura extended duration substrate (Thermo Scientific) and captured on Odyssey Fc (LI-COR Biosciences, Lincoln, NE, USA) and quantified as described [35].

### 4.10. Immunostaining

Immunostaining was performed on RPE/choroid flat mounts [28]. An amount of ~24-month-old WT and *LC3b*^−/−^ mice were anesthetized, and the eyes were enucleated and incised just below the ora serrata. RPE/choroid flat-mounts were prepared by separating the retina from the RPE followed by fixation in 4% PFA for 30 min at room temp. Flat-mounts were permeabilized and blocked in blocking solution containing 5% BSA in PBS + 0.2% Triton X-100 (PBST) at 37 °C for 1 h, incubated with primary antibody diluted in blocking solution (1:2000 for rabbit anti-MCT3 or 1:200 for goat P-cadherin) at 4 °C overnight, washed three times with PBST, incubated in appropriate secondary antibodies conjugated to Alexa Fluor dyes (Invitrogen, Donkey anti-rabbit 488 + donkey anti-goat 594; 1:1000), and Hoechst 33258 (1:10,000) at 37 °C for 1 h and washed three times. Flat-mounts were mounted in Prolong Gold (Invitrogen). Images were captured on a Nikon A1R laser scanning confocal microscope with a PLAN APO VC 60× water (NA 1.2) objective at 18 °C, and the data were analyzed using Nikon Elements AR 4.30.01 software.

### 4.11. Statistical Analysis

Gene level statistical tests were done using DESeq2 and pathway enrichment statistical tests were done using GSEA and Metascape. List overlaps were analyzed using the Chi squared (χ2) test of independence using GraphPad. A 2-tailed *p*-value was computed.

## Figures and Tables

**Figure 1:**
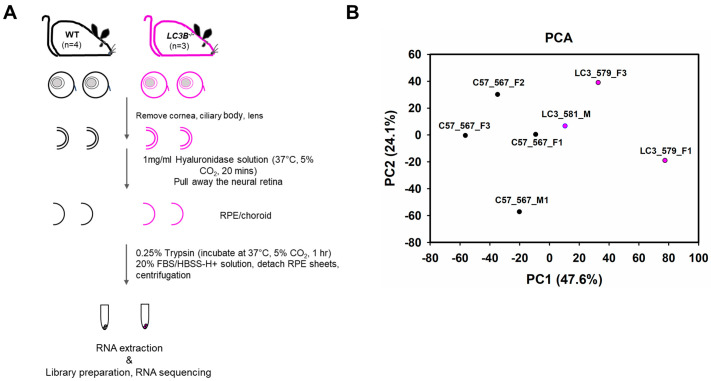
Retinal pigment epithelium (RPE) cell isolation for RNAseq and Principal component analysis. (**A**) Experimental design to isolate RPE from mouse eyes; ~24-month old WT and *LC3b*^−/−^ mice were sacrificed, and the eyeballs were removed and processed to isolate RPE cells by enzymatic treatments as indicated. Total RNA was extracted and used for library preparation and RNA sequencing. (**B**) Principal component analysis (PCA), X-axis, and Y-axis show PC1 and PC2, respectively.

**Figure 2:**
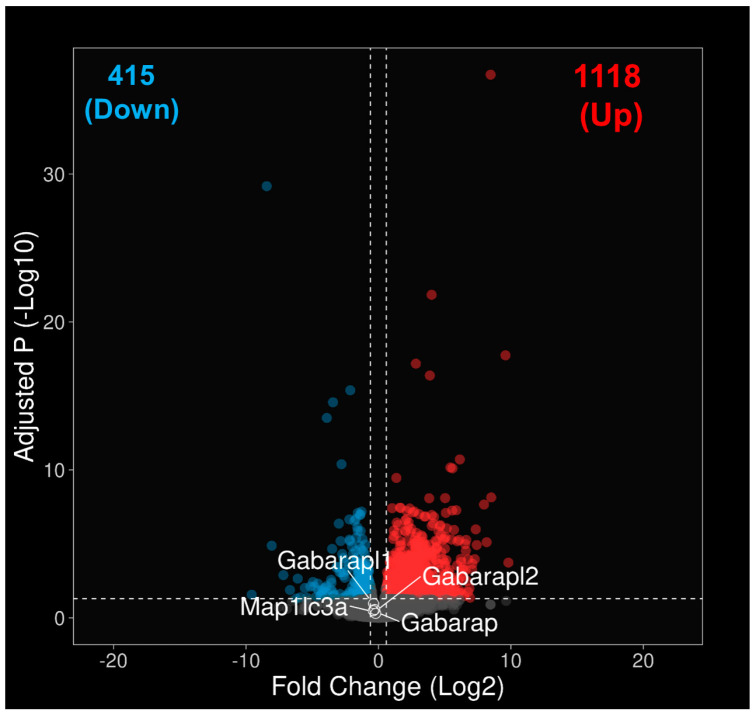
Differentially expressed genes (DEGs) between the *LC3b^−/−^* and WT RPE. Volcano plot of DEGs between the *LC3b^−/−^* and WT RPE with –Log10 of the adjusted *p* value on the Y axis and Log2 of the fold change expression on the X axis. Each point represents a single gene. DEGs were identified by using a cut-off of Padj <0.05 and fold change of ≤−1.5 or ≥1.5 and have been shown in red (upregulated DEGs), cyan (dowregulated DEGs), or grey dots (unchanged genes). Genes that are upregulated in the *LC3b^−/−^* are on the right (Up) and downregulated genes are on the left (Down). Genes belonging to ATG8/LC3 family (except for *Map1lc3b*) are indicated. *Map1lc3b* with adjusted P (-Log10) of 168.4 is not shown in the volcano plot.

**Figure 3:**
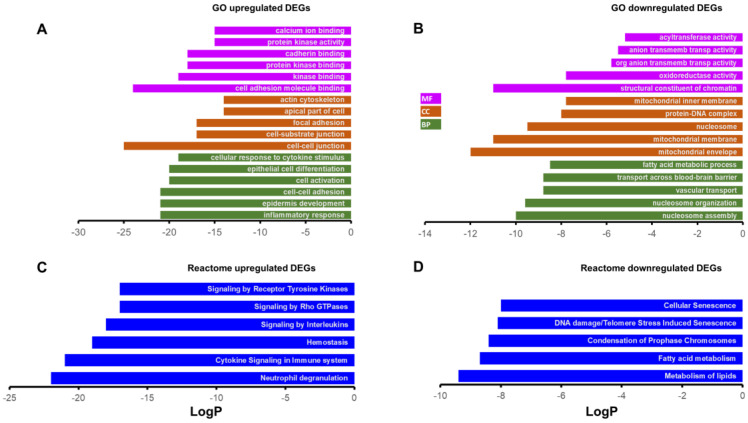
Gene Ontology (GO) and reactome based gene enrichments. The top 5 most enriched GO terms of upregulated DEGs (**A**) and downregulated DEGs (**B**). The top 5 most enriched reactome gene terms for upregulated DEGs (**C**) and downregulated DEGs (**D**). The terms were selected based on the lowest LogP values (>5 GO terms shown in cases where LogP values were exactly same for more than one term). Analysis was performed using Metascape. MF: molecular function; CC: cellular component; BP: biological process.

**Figure 4:**
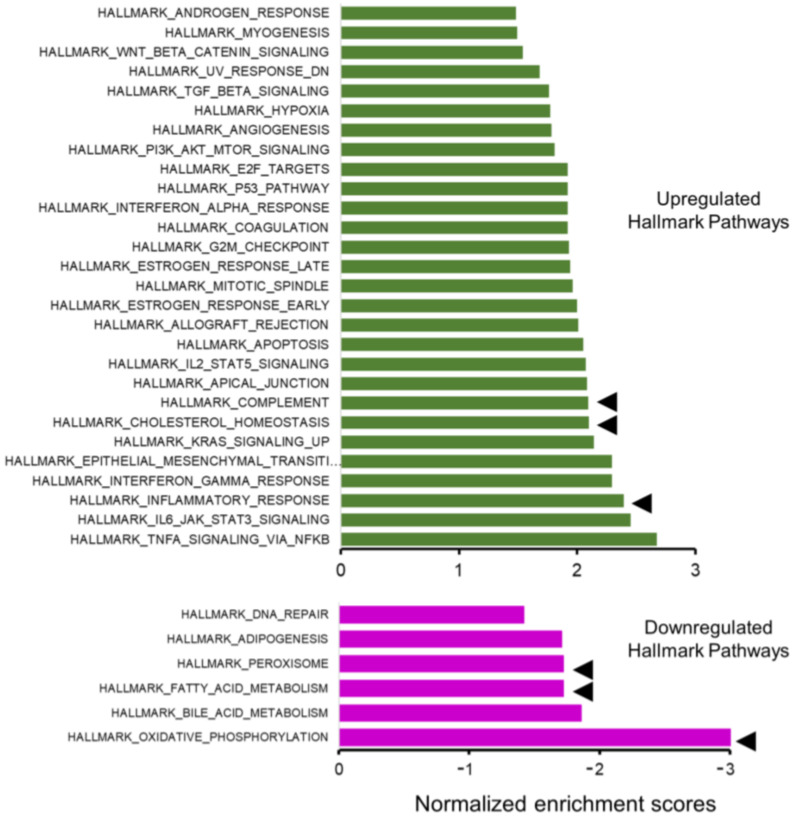
Gene set Enrichment Analysis (GSEA). Bar chart showing absolute normalized enrichment scores for the hallmark pathways that were significantly different between the *LC3b^−/−^* and WT (false discovery rate or FDR < 0.05); GSEA identified 34 significantly different hallmark pathways: 28 were upregulated (top panel) and 6 were downregulated (bottom panel). Pathways indicated by arrowhead (◄) were selected for further analysis.

**Figure 5:**
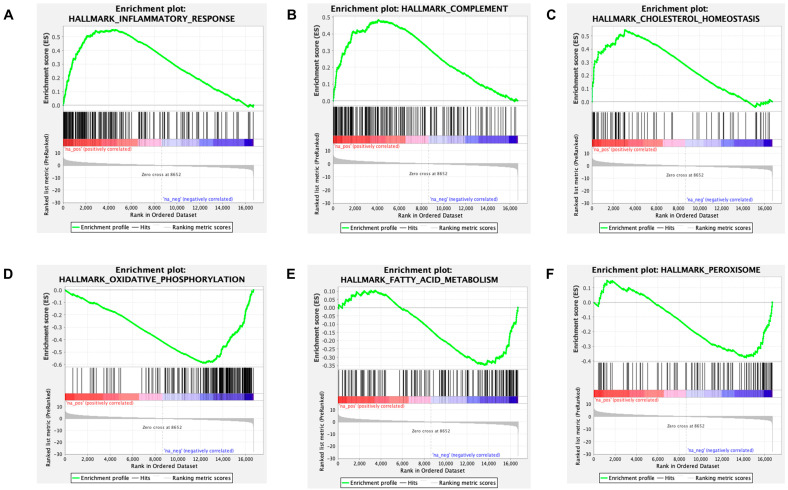
GSEA enrichment profile of upregulated and downregulated pathways. (**A**) A GSEA enrichment plot of the hallmark inflammatory response pathway with a normalized enrichment score 2.39 and an enrichment score of 0.55 indicating a positive relation. The leading edge includes 112 genes. (**B**) A GSEA enrichment plot of the hallmark complement pathway with a normalized enrichment score 2.1 and an enrichment score of 0.48 indicating a positive relation. The leading edge comprised 85 genes. (**C**) A GSEA enrichment plot of the hallmark cholesterol homeostasis pathway with a normalized enrichment score 2.1 and an enrichment score of 0.55 indicating a positive relation. The leading edge comprised 38 genes. (**D**) A GSEA enrichment plot of the hallmark oxidative phosphorylation pathway with a normalized enrichment score −3.02 and an enrichment score of −0.59 indicating a negative relation. The leading edge comprised 138 genes. (**E**) A GSEA enrichment plot of the hallmark fatty acid metabolism pathway with a normalized enrichment score −1.72 and an enrichment score of −0.35, indicating a negative relation. The leading edge comprised 57 genes. (**F**) A GSEA enrichment plot of the hallmark peroxisome pathway with a normalized enrichment score −1.72 and an enrichment score of −0.38 indicating a negative relationship. The leading edge comprised 35 genes.

**Figure 6:**
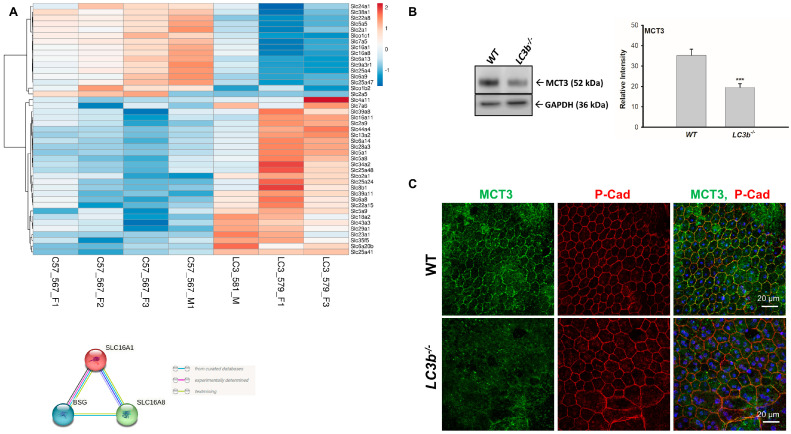
Analysis of the solute carrier family genes. (**A**) Top: Heat map of various solute carrier family DEGs. The variance stabilized counts were converted to heat map colors using Clustvis software. Rows are centered; unit variance scaling is applied to rows. Rows are clustered using correlation distance and average linkage. The intensity scale ranges from low expression (dark blue) to high expression (red) relative to the median of the gene’s expression across all samples. Gene names (left) and mouse ID (bottom) are indicated. χ2 = 9.599 with 1 degrees of freedom, two-tailed *p*-value = 0.0019. Bottom: String diagram showing nexus between Slc16a1, Slc16a8, and Basigin (Bsg). (**B**) Left: Western blots of RPE/choroid from WT and *LC3b^−/−^.* Immunoblot analysis was performed with antibodies against MCT3 and loading control (GAPDH). Right: Quantification of mean intensity ±SEM of MCT3 relative to GAPDH (N = 3 eyes) *** *p* < 0.005. (**C**) Representative confocal images of RPE/choroid flat mount from WT (top) and *LC3b^−/−^* (bottom) immuno-stained for MCT3 (green) and P-cadherin (red). Images are projections from 5 µm stacks captured using 60× water objective (NA1.2) on Nikon A1R laser scanning confocal microscope.

**Figure 7:**
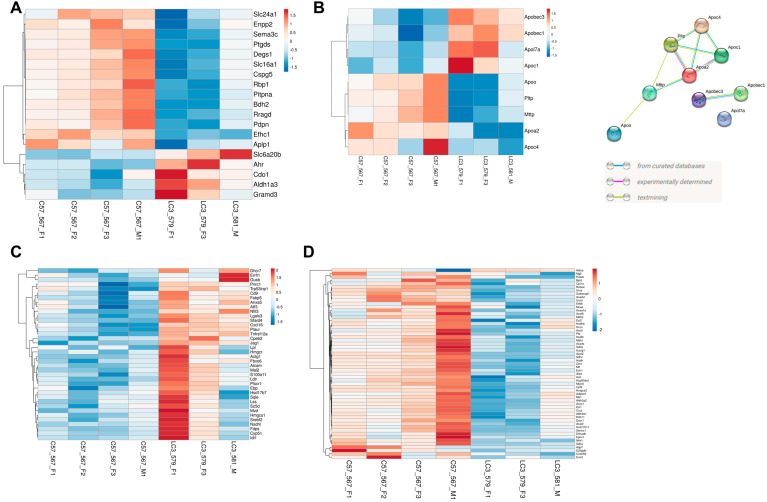
Heat maps depicting DEGs or leading-edge genes in different gene sets. (**A**) Heat map of the DEGs between the *LC3b^−/−^* and WT from RPE signature gene set. An amount of 19 DEGs out of 149 RPE signature genes were examined; χ2 = 6.43 with 1 degrees of freedom (two-tailed *p*-value = 0.0112). (**B**) Heat map of the DEGs (between the *LC3b^−/−^* and WT RPE) overlapping with lipoprotein metabolism associated genes. An amount of 9 DEGs out of 41 lipoprotein metabolism associated genes were examined; χ2 = 13.93 with 1 degrees of freedom (two-tailed *p*-value = 0.0002). (**C**) Genes in the leading edge of cholesterol homeostasis hallmark pathway (upregulated). (**D**) Genes in the leading edge of fatty acid metabolism hallmark pathway (downregulated). For all the heatmaps, the variance stabilized counts were converted to colors using Clustvis software. Rows are centered; unit variance scaling is applied to rows. Rows are clustered using correlation distance and average linkage. The intensity scale ranges from low expression (dark blue) to high expression (red) relative to the median of the gene’s expression across all samples. Gene names (left) and mouse ID (bottom) are indicated.

**Figure 8:**
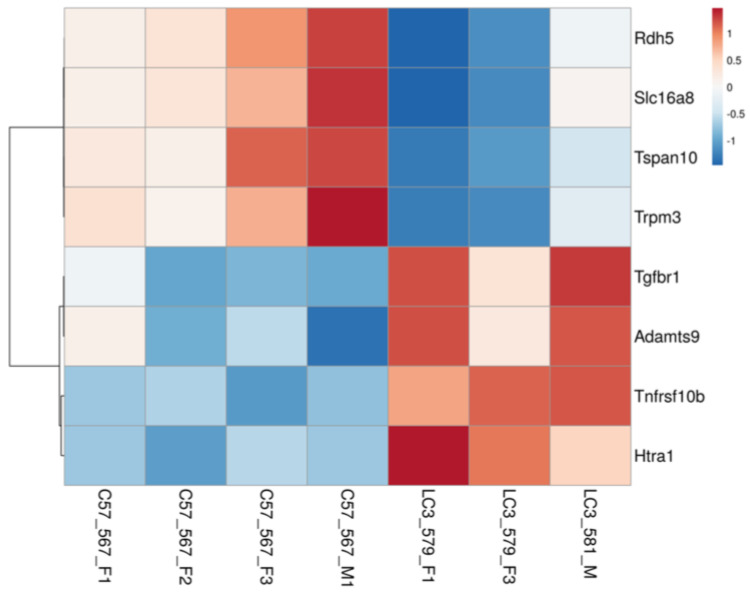
Heat map of the DEGs overlapping with AMD loci genes. AMD loci genes with top priority based on biological and statistical evidence combined (from Fritsche et. al. 2016) were used for the analysis. The variance stabilized counts were converted to heat map colors using Clustvis software. Rows are centered; unit variance scaling is applied to rows. Rows are clustered using correlation distance and average linkage. The intensity scale ranges from low expression (dark blue) to high expression (red) relative to the median of the gene’s expression across all samples. Gene names (left) and mouse ID (bottom) are indicated. χ2 equals 12.02 with 1 degrees of freedom; two-tailed *p* value = 0.0005.

**Table 1:** Top 10 most enriched Gene ontology terms (GO) (selected based on the *p*-values) across all DEGs. GO terms with up (↑) or down (↓) arrows indicate those enriched with upregulated or downregulated genes, respectively. Analysis was performed using Metascape.

Category	GO	Description	LogP	Enrichment	Z-Score
GO Molecular Functions	GO:0050839	cell adhesion molecule binding (↑)	−22	3.2	12
	GO:0045296	cadherin binding (↑)	−17	3.6	11
	GO:0019900	kinase binding (↑)	−14	2.4	8.9
	GO:0005509	calcium ion binding (↑)	−13	2.4	8.7
	GO:0019901	protein kinase binding (↑)	−12	2.4	8.2
	GO:0004672	protein kinase activity (↑)	−11	2.5	8
	GO:0016773	phosphotransferase activity, alcohol group as acceptor (↑)	−11	2.3	7.7
	GO:0005543	phospholipid binding (↑)	−9.9	2.5	7.5
	GO:0016301	kinase activity (↑)	−9.8	2.2	7.3
	GO:0004175	endopeptidase activity (↑)	−8.9	2.5	7.1
GO Cellular Components	GO:0005911	cell-cell junction (↑)	−22	3.4	12
	GO:0009925	basal plasma membrane (↑) (↓)	−18	4.2	12
	GO:0045178	basal part of cell (↑) (↓)	−17	3.9	11
	GO:0045177	apical part of cell (↑) (↓)	−16	3.2	10
	GO:0016324	apical plasma membrane (↑) (↓)	−16	3.4	10
	GO:0016323	basolateral plasma membrane (↑) (↓)	−15	4	10
	GO:0030055	cell-substrate junction	−14	3	9.2
	GO:0005925	focal adhesion	−14	3	9.2
	GO:0005764	Lysosome (↑) (↓)	−13	2.3	8.4
	GO:0000323	lytic vacuole (↑) (↓)	−13	2.3	8.4
GO Biological Processes	GO:0030855	epithelial cell differentiation (↑)	−18	2.9	11
	GO:0006954	inflammatory response (↑)	−17	3	11
	GO:0071345	cellular response to cytokine stimulus (↑)	−17	2.6	10
	GO:0098609	cell-cell adhesion (↑)	−17	2.9	10
	GO:0009611	response to wounding (↑)	−16	3.1	10
	GO:0001775	cell activation (↑)	−16	2.6	9.7
	GO:0008544	epidermis development (↑)	−16	3.6	10
	GO:0048729	tissue morphogenesis	−16	2.8	9.8
	GO:0008610	lipid biosynthetic process (↓)	−15	2.7	9.6
	GO:0030162	regulation of proteolysis (↑)	−15	2.5	9.2

## Data Availability

The raw RNAseq data has been deposited in the Gene Expression Omnibus database (GEO, NCBI) under the accession number GSE225344.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24076716/s1.

# Supplementary material for: Transcriptomic Changes Predict Metabolic Alterations in LC3 Associated Phagocytosis in Aged Mice
**Source:** Int J Mol Sci. 2023 Apr 4;24(7):6716. doi: 10.3390/ijms24076716
**Supplement:** Supplementary file 1

**A**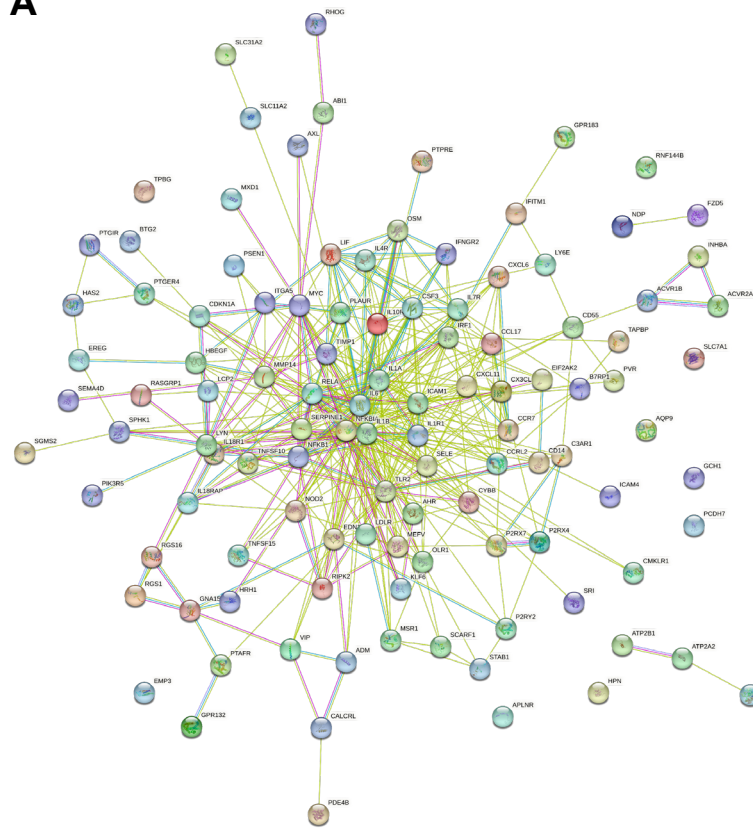**HALLMARK\_INFLAMMATORY\_RESPONSE****B**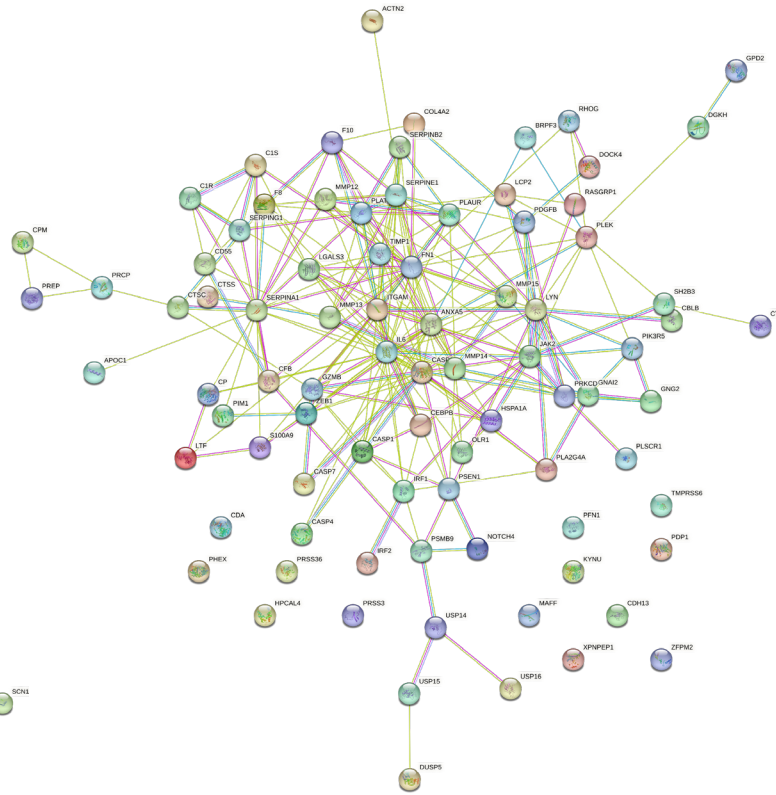**HALLMARK\_COMPLEMENT****C**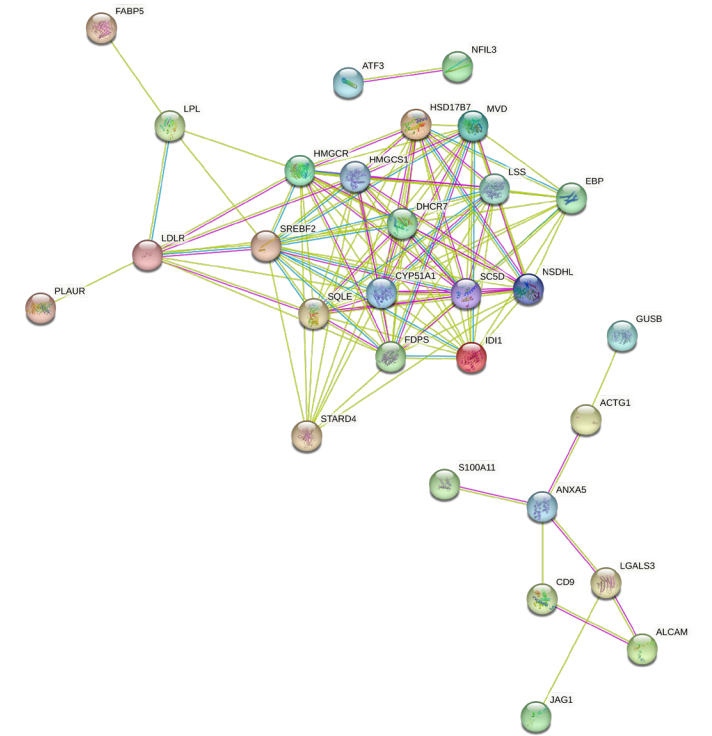**HALLMARK\_CHOLESTEROL\_HOMEOSTASIS**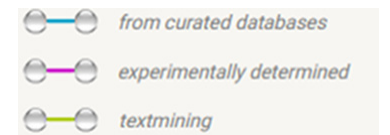

Figure S1. String profiles for the upregulated DEGs responsible for the core enrichment of the hallmark pathways.

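In such a network each node is a protein and each line an association in the STRING database between 2 of them, which the paper took from text-mining, experiments and curated databases. The lines come from the database and not from the RPE libraries; the libraries enter only through which genes are in the leading edge.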

**A**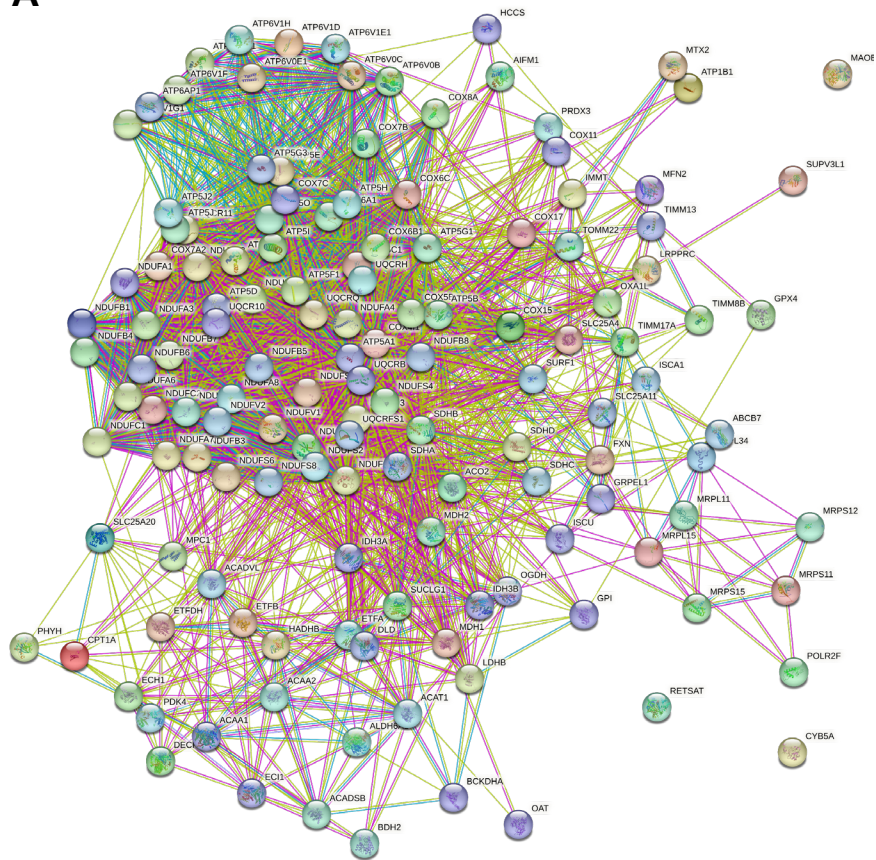

HALLMARK\_OXIDATIVE\_PHOSPHORYLATION

**B**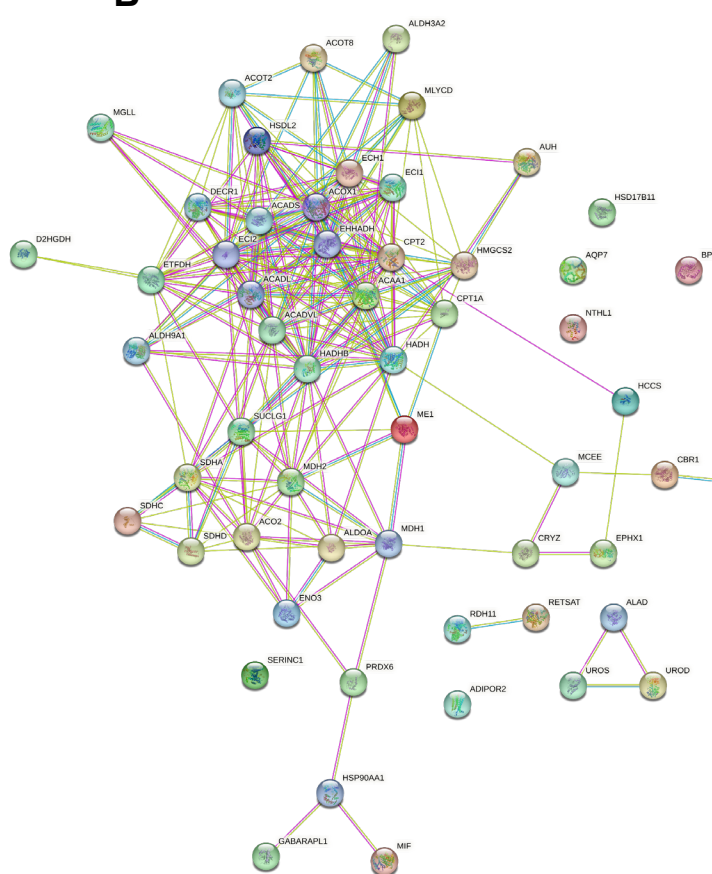

HALLMARK\_FATTY\_ACID\_METABOLISM

**C**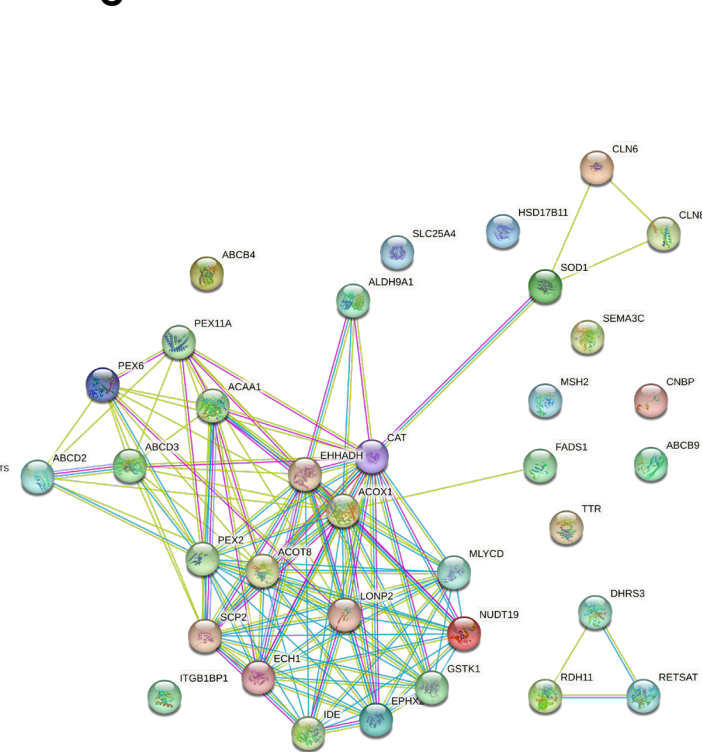

HALLMARK\_PEROXISOME

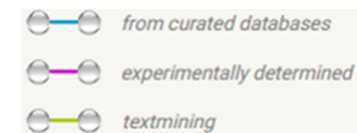

Figure S2. String profiles for the downregulated DEGs responsible for the core enrichment of the hallmark pathways.

**A**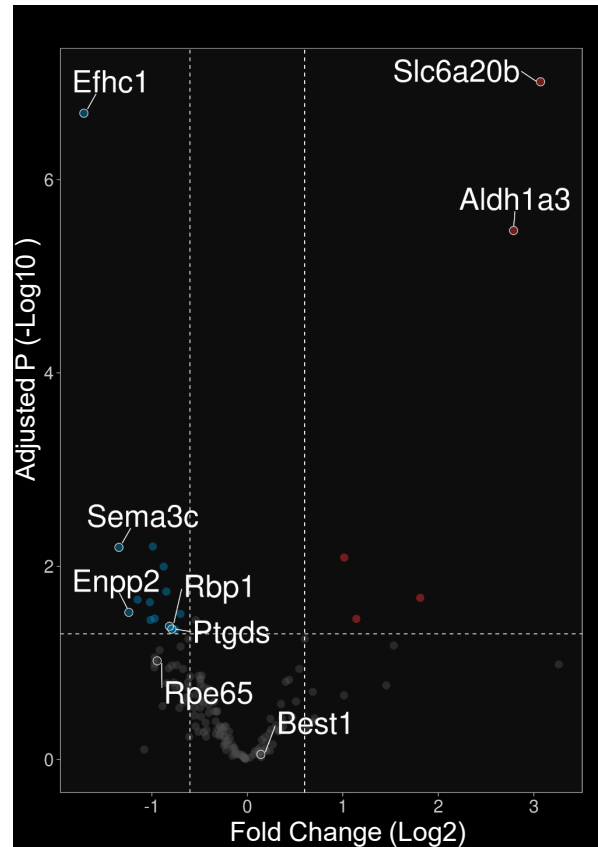**B**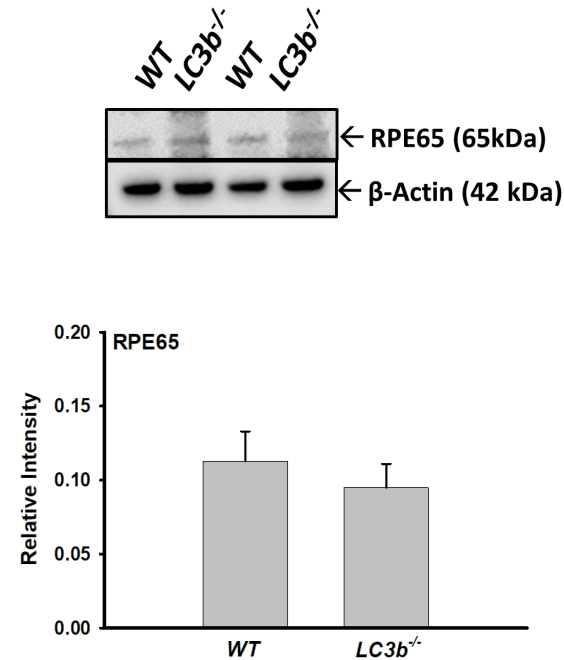

Figure S3. RPE signature genes. (A) Volcano plot showing comparison of expression of RPE signature genes between the *LC3b<sup>-/-</sup>* and WT RPE plotted as P adjusted (-Log 10) on the Y axis and fold change (Log2) on the X axis. Each point represents a gene. Genes that are upregulated in the *Lc3b<sup>-/-</sup>* are on the right and downregulated genes are on the left. DEGs were identified by using a cut-off of  $P_{adj} < 0.05$  and fold change of  $\leq -1.5$  or  $\geq 1.5$  and have been shown in red (upregulated DEGs) or cyan (downregulated DEGs); grey points (unchanged genes). Top 3 genes and a selected few have been indicated. (B) (Top): Western blots of RPE/choroid from WT and *LC3b<sup>-/-</sup>*. Immunoblot analysis was performed with antibodies against RPE65 and loading control ( $\beta$ -actin). (Bottom): Quantification of mean intensity  $\pm$ SEM of RPE65 relative to  $\beta$ -actin (N=3).

How the deposited data were processed for this re-analysis (not part of the article)

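RNA sequencing of mouse RPE was examined in 7 libraries, 1 per mouse: WT F1, F2, F3 and M1 and *LC3b-/-* F1, F3 and M, where F and M give the sex and the number is that of the mouse. No sample was pooled and none was left out. The mouse names also carry a group number, whose meaning is not stated and which never is the same in WT and *LC3b-/-*, so the design does not separate it from genotype. The authors aligned reads to the GENCODE vM26 transcripts of GRCm39 with salmon and summed the estimates to genes with tximeta. The deposited values are the authors' estimated counts per gene, rounded to whole numbers and not scaled for library size; all 7 columns were used (0 unused). Trimming, the options given to salmon and the way of rounding are not stated. The share of reads aligned and any transcript-length offsets were not used here. The totals of 24495952 to 35616134 counts per library are sums of the deposited counts, where the paper gives total reads from 26704479 to 35616153. The limits of the paper's range lie close to the summed counts of *LC3b-/-* F1 (26704461) and *LC3b-/-* F3 (35616134). The sums of WT F2 (24495952) and WT F3 (26336538) lie below that range.

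Of the 52740 identifiers, 51721 match GENCODE vM39, which is on the same genome build and gave the symbols, biotypes and coordinates; identifiers without a match hold 0.032% to 0.0436% of a library's counts. Names written differently in the paper were matched as Idi1, Cyp51 and Acaa1a, and names in heat maps by the identifier in Table S1 where the symbol has changed. The copy of Table S1 used here lists 1532 genes, 1117 higher and 415 lower, where the paper gives 1533 and 1118 and 415; it served for matching names, comparing single values and counting which genes of a list it holds, and no overlap, enrichment or set test was run on it.

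The counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr on both groups (16990 genes, 14928 of them protein coding), TMM normalization, dispersion estimation (common dispersion 0.158, prior degrees of freedom 2.49), and the quasi-likelihood test of *LC3b-/-* against WT without covariates, with Benjamini-Hochberg adjustment over all genes tested. Differential expression means an adjusted p under 0.05 and a fold change of at least 1.5, which is 0.585 on the log2 scale, as in the paper. The standard error of a log2 fold change is the size of the unshrunk coefficient divided by the square root of the F statistic. Log2 CPM were computed with a prior count of 2. A group in which no library exceeds 3 counts was treated as at the floor, and fold changes against it are given as bounds. Exact permutation tests are two-sided, over the 35 splits of the 7 libraries, on log2 CPM. The code was tested on simulated data with the depths and dispersions of these libraries. In these data 200 genes above 10 CPM were changed by a log2 of 2 or 3 in either direction. There edgeR called 181 of them (90.5%) and 10 unchanged genes, with a slope of 1.01 between estimated and true changes. DESeq2 called 191 (95.5%) and 86 unchanged genes, and limma's voom 180 (90.0%) and 12. Genes were drawn independently with edgeR's own dispersion estimates, which may favour edgeR. Smaller changes of single genes were not simulated, so these shares do not apply to them.

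Gene sets were tested with camera of limma 3.58.1 at a correlation of 0.01, with fry and an estimated correlation beside it: families by symbol (OXPHOS subunits, interleukins, chemokines, peroxins and replication-dependent histones), pathway lists from general knowledge (sterol pathway, mitochondrial β-oxidation and peroxisomal oxidation), the Reactome sets shipped with fgsea 1.28.0, and marker lists of RPE, photoreceptors, Müller glia, endothelium, fibroblasts, macrophages and microglia, neutrophils, erythrocytes, lens, ocular surface epithelium and skeletal muscle. Other families, such as keratins and V-ATPase subunits, and lists taken from the paper's heat maps and leading edges were counted and not tested as sets. Solute carrier and lipoprotein enrichments use Fisher's exact test against the genes tested. The hallmark sets, the full RPE signature, the full list of orthologs of AMD genes and the GO terms were not analysed here. Near-identical copies of genes were found with BLAST 2.17.0 (at least 95% identity over at least 100 bases), and sequences were handled with seqkit 2.13.0 and Python 3.11.15; figures were drawn with matplotlib 3.10.9.

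The comparisons, their tests and the following alternatives were set before the data were examined: DESeq2 1.42.0 with its Wald test, limma's voom with sample quality weights, DESeq2's size factors within edgeR, library size alone, no filter on low counts, at least 10 counts in every library, sex as a covariate, females only, the number in the mouse name as a replicate block, each library left out in turn, other fold-change thresholds, for the enrichments a background of all genes with at least 1 count, a chi-square test without continuity correction and solute carriers without the Slco and Slc9a3r genes, and for the first principal component the 500 most variable genes and variance-stabilized values. A likelihood ratio test in edgeR and a fit with the ocular surface epithelium score of each library as a covariate were chosen after seeing the data. Genes named are those the paper names in its results and in the first part of its discussion, the 5 with the smallest adjusted p in each direction, the 3 most abundant genes of each marker list and the sex-linked genes; any other is marked as chosen after its values were seen. Some genes that this rule covers are not reported here. Random draws used 10000 lists or 200 covariates and a fixed seed.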

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

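Of the tests below, those of epithelial RNA within the marker list itself and in the sterol genes, of random covariates, of shared reads, of pseudogenes, of strain sequence near the targeted gene and elsewhere, and of the sex labels were chosen only after the result was seen.

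In 8 of 146 results 1 of the 4 WT libraries lay far from the other 3, by a gap that takes up most of the group's range (Dixon's test); by chance 7.3 would. Among those reported, the share of the range was 0.981 for *Gabarap*, 0.856 for *Ttr* and 0.952 for *Xist*, all with WT M1 apart; 0.875 for *Zbtb47* and 0.883 for the AMD genes, with WT F2 apart; and 0.899 for *Krt15* and 0.833 for the macrophage and microglia markers, with WT F3 apart. WT M1 is the only male of its group, so *Xist* has to set it apart, and a mislabelled sample is argued against by the highest *Xist* count of 79 in a library labelled male. The total of WT M1 (26719797 counts) is the median of the 7, which argues against depth. For the others no explanation was tested, and their number is what chance gives. No biological explanation can be weighed for *Gabarap* or *Ttr* beyond sex, since WT holds 1 male.

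The effect of genotype differed between the sexes for both of these sets when tested as an interaction with camera: the OXPHOS subunits (difference in log2 fold change −0.10, adjusted p = 0.0103) and the sterol pathway (−1.04, adjusted p = 4.67e-14), lower in each case in the males. With fry neither passed (adjusted p = 0.959 and 0.805), and over single genes 1 of 16990 had an interaction (*Gm10175*, log2 −11.11, adjusted p = 0.0444, named after its value was seen), 610 without adjustment, and none of the 108 named genes (lowest adjusted p = 0.998). The male effect rests on WT M1 and *LC3b-/-* M alone. The sterol median over all libraries was 0.92 without *LC3b-/-* M and 0.20 without *LC3b-/-* F1, so that single mice move it as well. A share of epithelial RNA that differs between the libraries did not account for the sterol genes clearly: 0.0611 of random lists followed the epithelium markers as much between the 4 WT libraries, which leaves it open. The difference between the sexes may also be one between single mice. A real one stays open, because 1 male per group cannot separate sex from the single mouse.

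Markers of ocular surface epithelium, which the paper does not discuss, were higher in *LC3b-/-* libraries: median log2 fold change 3.47 over 34 genes, all 34 higher (camera adjusted p = 1.19e-10, fry 0.227), from 2.36 without *LC3b-/-* F1 to 4.18 without WT M1. Over all genes edgeR called none of them (5 without *LC3b-/-* M), 28 had an unadjusted p under 0.05 (17 without *LC3b-/-* F1), and 26 passed when adjusted over the list alone (0 without WT F2). All 34 have at least 1 CPM in WT RPE, 19 are in the copy of Table S1 used here and none is in another marker list. The most abundant are *Krt5* (401 ± 438 CPM in WT, 3751 ± 3858 in *LC3b-/-*), *Krt15* (222 ± 156 and 3334 ± 3026) and *Gsta4* (329 ± 88.2 and 795 ± 611). Keratins as a family, to which *Krt5* and *Krt15* also belong, had a median of 3.77 over 22 genes, 19 of them higher, with none called over all genes (5 without *LC3b-/-* M), 14 under an unadjusted p of 0.05 and 13 when adjusted over the list alone (6 without WT F2). For *Krt5* the SD exceeds the mean in both groups, and 2 of the 35 splits of the libraries gave an epithelium list as far from 0. A candidate explanation is RNA from ocular surface epithelium carried along in different amounts: between the 4 WT libraries, where genotype plays no part, the list's genes rose and fell together more than any of 10000 random lists of like expression (share 1e-04, the smallest that can be given). The same holds for the genes that DESeq2 calls higher in *LC3b-/-*, which followed the epithelium markers between the WT libraries (1e-04, again the smallest), but not for those it calls lower (0.173), for which it stays open. With each library's epithelium score as a covariate, a fit chosen after seeing the data, edgeR called 3 genes, which decides nothing: the score itself separates the groups, and random covariates as correlated with genotype (0.752) left as few in a share of 0.856. Depth does not separate the libraries in this way, as the totals of the groups overlap. Expression of these genes by RPE cells without LC3b is not excluded by any of these values.

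Markers of endothelium, also not discussed in the paper, had a median log2 fold change of 0.94 over 14 genes, all higher (camera adjusted p = 1.04e-04, fry 0.308), from 0.68 without WT M1 to 1.25 without WT F1. None was called, 4 had an unadjusted p under 0.05 (1 without WT F3 and 12 without WT F1) and none passed when adjusted over the list alone (9 without WT F1). All 14 have at least 1 CPM in WT, and none is in another list or in the copy of Table S1 used here. *Vwf* had 373 ± 198 CPM in WT and 737 ± 140 in *LC3b-/-*, *Plvap* 107 ± 52.4 and 199 ± 4.22, and the log2 fold change of *Eng* was 0.85. As 3 of the 35 splits gave a list as far from 0, a grouping of the libraries by chance could give this result; more choroidal RNA and a change in vessels stay open and were not tested.

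Of the 5 genes with the smallest adjusted p among those higher in *LC3b-/-*, none of which the paper discusses, *Pcna-ps2* (at least 123-fold), *Ndufa12-ps* (log2 fold change 3.56) and *Gm29787* (at least 45.4-fold) are processed pseudogenes, and *Wdfy1* (1.93) and *Mylk2* (4.06) protein-coding genes. Pseudogenes make up 15.0% of the called genes (6 of 40, all higher) against 2.86% of the genes tested (485; Fisher's exact test, p = 8.83e-04). Of the called pseudogenes 5 have a near-identical copy, and in 5 of these 5 the summed counts of gene and copy are no longer called. This decides nothing: the copies hold so many more counts that 0 of the 5 sums would pass the fold-change threshold had the pseudogene alone changed. From the share of pseudogenes a candidate explanation is reads shared between near-identical genes and divided differently, for instance because the strains differ in sequence. Of the other called genes 16 have such a copy and 10 lose the call when summed, among them *Eno1b* and *Eno1* (log2 fold changes 8.46 and −1.66, −0.19 summed), *Zfp982* (−3.42, and 0.33 summed) and *Riok3* (0.69, and 0.59 summed), named after their values were seen. Had the gene alone changed, 15 of these 16 sums would pass the fold-change threshold. A sum can also lose the call by its adjusted p, as for *Riok3* (0.0572, edgeR), so the lost calls alone do not decide the matter. Had the gene alone changed, the sums would be 0.78 for *Eno1b*, −1.15 for *Eno1* and −1.24 for *Zfp982*. The sums found lie far from these, so the copies changed in the opposite direction, which shared reads could give. For *Riok3* (0.62) and *Gm16867* (−0.78) the sums found lie close, so this does not extend to all called genes with a copy. The copy of *Wdfy1* holds 1 count, too few for the sum to differ, and for *Mylk2* no such copy was found. Strain sequence left around the targeted gene could be a source of called genes. Within 10 Mb of *Map1lc3b* 1 other gene of 153 was called (Fisher's exact test against the rest, p = 0.298), which leaves it open. That gene is *Gm42047* (log2 fold change −7.23), named after its value was seen. It starts at 122559877 on chromosome 8, close to the end of *Map1lc3b* at 122325499, and a window of 10 Mb gives such closeness no weight. In that window 24.8% of genes had an unadjusted p under 0.05 against 24.1% elsewhere. Over the whole genome, 8 pairs of called genes lie within 5 Mb of each other, *Map1lc3b* with *Gm42047* being 1 of them, against a median of 4 in random draws (share with as many, 0.0851); others are *Adam7*, *Gm16867* and *Tnfrsf10b* on chromosome 14; this too stays open. An effect of the genotype on *Wdfy1* and *Mylk2* is not excluded, and strain and genotype cannot be separated for them in this design.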

How the results depend on the processing

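The number of called genes depends on the test, on sex and on single libraries. Against 40 genes (21 higher, 19 lower) with edgeR's quasi-likelihood test, DESeq2's Wald test called 1831 (1259 higher, 572 lower), limma's voom 124 (80, 44), edgeR without a filter on low counts 78 (48, 30), with sex as a covariate 197 (70, 127), and with females only 96 (74 higher). With DESeq2's size factors 58 genes were called, 33 of them higher, with library size alone 49 and with at least 10 counts in every library 46. Without a fold-change threshold the count stayed at 40, and with a threshold of 2 it was 37. Across the 7 fits that each left out 1 library it ran from 11 to 485 (6 to 339 higher, 5 to 146 lower). The highest were 215 without WT F1 and 485 without *LC3b-/-* M; the cause was not tested. All 40 genes were also called by DESeq2, with DESeq2's size factors, with the sex covariate and without WT F1 or *LC3b-/-* M. Of the 40, 37 were called by voom, 35 with library size alone, 38 without a filter, 28 with the stricter filter, which tests fewer genes, and 24 in females only. Without WT F2 17 of them were called, without WT F3 15, without WT M1 20, without *LC3b-/-* F1 14 and without *LC3b-/-* F3 11. Of the fits chosen after seeing the data, edgeR's likelihood ratio test called 1240 (970 higher, 270 lower) and the fit with the epithelium score as a covariate 3 (1 higher, 2 lower). The likelihood ratio test keeps the counts, filter and scaling of the quasi-likelihood test, so filter and scaling alone do not account for the gap to DESeq2. On counts simulated with edgeR's dispersion estimates, DESeq2 called 86 unchanged genes and edgeR 10. Why the tests differ so much on the real counts was not tested further.

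Taking the number in the mouse name as a replicate block gave 1 called gene (0 higher, 1 lower), which is among the 40; *Map1lc3b* kept its log2 fold change (−3.98) with an adjusted p of 0.110 in edgeR. Correlations of the residuals between mice of the same number were 0.146 (F1), 0.243 (F3) and −0.172 (males).

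For solute carriers the odds ratio of 1.44 became 1.74 with DESeq2's Wald test (Fisher's exact test, p = 7.99e-04) and 4.17 without a filter (p = 0.0184), both past the threshold, and fell under 1 with voom (0.918), with the replicate block (0), without the Slco and Slc9a3r genes (0) and with the epithelium covariate (0). Leaving out 1 library gave 0 to 1.71. Against all genes with at least 1 count the ratio was 1.96 (Fisher's exact test, p = 0.405), and a chi-square test without continuity correction leaves the ratio as it is; for lipoprotein genes both leave it at 0. With edgeR 1 solute carrier is called, so a single gene decides the direction. For lipoprotein genes the ratio of 0 rose above 1 with DESeq2 (3.52, Fisher's exact test, p = 0.00550), with sex as a covariate (3.29, p = 0.270), without WT F1 (3.22) and without *LC3b-/-* M (4.42, p = 0.0375), the 7 fits running from 0 to 4.42, and with the likelihood ratio test (5.38, p = 4.98e-04). The cause was not tested.

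All 8 gene sets kept their direction under every alternative. In females only the chemokine median fell to 0.0618, its lowest value (adjusted p = 0.0394 with camera). Every call with camera held under the tests, scalings, filters and covariates set beforehand. The exceptions were single libraries, the chemokine set without WT F3 (median log2 fold change 0.29, adjusted p = 0.108; range over the 7 fits 0.24 to 0.83) and the sterol pathway without *LC3b-/-* F1 (0.20, adjusted p = 0.114; range 0.20 to 0.92), the epithelium covariate, with which both were no longer called (0.0802 and 0.16, adjusted p = 0.865 each), and the set test itself. With an estimated correlation no set was called: OXPHOS subunits (−0.28), interleukins (0.75), chemokines (0.48), sterol pathway (0.67), mitochondrial β-oxidation (−0.24), peroxisomal oxidation (−0.38), peroxins (−0.33) and histones (−0.93), with adjusted p from 0.369 to 0.421. With fry the OXPHOS subunits (−0.28, adjusted p = 0.0840), interleukins (0.75, 0.0840), chemokines (0.48, 0.163), sterol pathway (0.67, 0.203), β-oxidation (−0.24, 0.0840) and peroxisomal oxidation (−0.38, 0.101) were not called. The medians are the same there, since the set test does not enter the fold changes. Separation on the first principal component was 1.43 pooled SDs with the 500 most variable genes, 2.67 with variance-stabilized values, 2.47 with DESeq2's size factors and 2.01 to 3.08 with 1 library left out.

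Of the 11 marker lists, the neutrophil list (−0.33) changed sign with voom (0.00457) and without a filter (0.0257), and the macrophage and microglia list (0.15) in females only (−0.0287). With the epithelium covariate the macrophage and microglia list (−0.0743), the erythrocyte list (−0.94) and the photoreceptor list (1.58) did. Leaving out 1 library moved the erythrocyte list from −0.51 to 0.40, the neutrophil list from −0.49 to 0.0301 and the macrophage and microglia list from −0.11 to 0.31. The fibroblast list (0.74) was no longer past the threshold with library size alone (0.78), with sex as a covariate (0.77), in females only (0.33), without WT F3 (0.47), WT M1 (0.57), *LC3b-/-* F1 (0.77) or *LC3b-/-* M (0.49), or with the epithelium covariate (0.36). The photoreceptor list (−1.23) came past it in females only (−1.51), without WT M1 (−1.62) and without *LC3b-/-* F3 (−2.56), the skeletal muscle list (0.45) without WT M1 (0.85) and without *LC3b-/-* F3 (0.75), and the neutrophil list with the epithelium covariate (−0.69). The epithelium list itself fell to 0.15 with its own score as a covariate, as it must.

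Among the named genes reported here signs changed as follows. *Hba-a1* was −0.0267 with DESeq2's Wald test, −0.0776 with voom, −0.0233 with DESeq2's size factors and −0.0106 without a filter. *Camp* was −0.0177 with DESeq2's Wald test, −0.0172 with its size factors, −0.0214 without a filter, −0.0405 with sex as a covariate and −0.68 in females only. With voom *Bfsp1* was 0.0702, *Csf3r* 0.0342 and *Acta1* −0.0145. *Xist* was 0.13 with sex as a covariate and 0.0828 with the replicate block, with which *Lcat* was 0.0153 and *Atp2a1* −0.00773. With the epithelium covariate the signs of *Best1* (−0.17), *Acat2* (−0.17), *Hba-a1* (−0.96), *Hbb-bs* (−0.94), *Hba-a2* (−0.84), *S100a9* (−1.29), *Camp* (−0.55), *Krt5* (−1.04), *Krt15* (−0.16), *Gnat1* (1.56), *Gnb1* (0.0379) and *Xist* (0.22) changed; *Krt5* and *Krt15* are part of that score, and for the rest the cause was not tested. Across the fits that left out 1 library, the ranges that include both signs were −0.56 to 0.32 for *Lcat*, −0.13 to 0.45 for *Acat2*, −0.58 to 0.29 for *Hba-a1*, −0.51 to 0.40 for *Hbb-bs*, −0.50 to 0.43 for *Hba-a2*, −0.0471 to 0.48 for *Fbln1*, −0.61 to 0.0757 for *Bfsp1*, −0.55 to 0.0301 for *Csf3r*, −0.0931 to 1.81 for *S100a9*, −0.47 to 0.41 for *Camp* and −1.15 to 0.0524 for *Xist*. Otherwise the genes reported here kept their sign. Of all 108 genes analysed under the naming rule, with DESeq2's Wald test 33 more were called, with voom 3 more and 1 fewer, with its size factors in edgeR or library size alone 2 more each, without a filter 3 more, with the stricter filter 2 more of 101, with sex as a covariate 8 more, in females only 2 more, without *LC3b-/-* M 12 more and with the likelihood ratio test 21 more; with the epithelium covariate 8 fewer and with the replicate block 11 fewer. Without WT F1 4 more were called, without WT F2 or WT F3 1 fewer each and without *LC3b-/-* F3 2 fewer.

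The scalings moved the median log2 fold change of all genes to at most 0.06, which is more than several of the changes near 0 above, and the directions of *Hba-a1* and *Camp* depend on the scaling. Depth limits genes near the floor: *Apoa2* and *Apoc4* have no *LC3b-/-* library above 3 counts, and their changes are bounds.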

Differences from the paper's values

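The paper gives 1533 differentially expressed genes, 1118 up-regulated and 415 downregulated; edgeR's quasi-likelihood test gives 40, 21 and 19. Of the alternatives set before the data were examined, DESeq2's Wald test comes within 1.5 times of the paper's numbers (1831, 1259 and 572), and none of the others does. The likelihood ratio test of edgeR, chosen after seeing the values, gives 1240 and 970 with 270 downregulated.

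For solute carriers the paper has 43 called genes and a chi-square of 9.599, against 1 and 0.129 here. DESeq2's Wald test gives 50 and 12.8, and edgeR without a filter on low counts a chi-square of 9.05 with 4 called genes; the other alternatives set before the data were examined close neither gap. For lipoprotein genes the paper's 9 called genes and chi-square of 13.93 stand against 0 (with 10 under an unadjusted p of 0.05) and 0.0638, and DESeq2's Wald test alone closes the gaps, with 8 and 10.4. The likelihood ratio test, chosen after seeing the values, calls 8 as well.

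Of the RPE signature genes 19 are called in the paper and 0 here, where 18 have an unadjusted p under 0.05; with DESeq2's Wald test 19 are called and no other alternative set before the data were examined comes within 1.5 times. Of the AMD genes the paper calls 8 and edgeR 1; DESeq2's Wald test calls 7, and the others do not close the gap.

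The paper's Table S1 gives a log2 fold change of −5.28 for *Map1lc3b*, where edgeR gives −3.98, and 3.07 for *Slc6a20b*, where edgeR gives 2.02. None of the alternatives set before the data were examined closed either gap: *Map1lc3b* stayed between −4.11 and −3.88 and *Slc6a20b* between 1.41 and 2.37. For the other named genes in Table S1 the fold changes lie within the margin set for a difference, apart from *Apoa2* and *Apoc4*, which have at most 2 counts in any *LC3b-/-* library, so that only a bound can be given and the values cannot be compared.

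Single genes that the paper calls and edgeR's quasi-likelihood test does not are as follows. Of 33 named genes in Table S1, edgeR calls *Map1lc3b* and *Tnfrsf10b*. DESeq2's Wald test calls 30, all but *Apoo*, *Dhcr7* and *Tgfbr1*. Voom calls 5 and edgeR without a filter 5, adding *Htra1*, *Pex11a* and *Stard4* in both; DESeq2's size factors, library size alone and at least 10 counts in every library each call 4, adding *Htra1* and *Stard4*. Sex as a covariate gives 9, among them *Htra1*, *Pex11a*, *Pltp*, *Rdh5*, *Retsat* and *Stard4*, and females only 4, among them *Stard4*. Without WT F1 6 are called, with *Apobec3*, *Htra1*, *Pex11a* and *Stard4*, and without *LC3b-/-* M 12, among them *Apoo*, *Fdps*, *Htra1*, *Pex11a*, *Pltp*, *Retsat*, *Slc16a11* and *Stard4*. The likelihood ratio test, chosen after seeing the values, calls 21. The direction is the paper's for each of these 33 genes.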

Other observations

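Of the tests below, those of the solute carrier and lipoprotein enrichments over other splits, of macrophage RNA and of the share of RPE RNA were chosen only after the result was seen.

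The real grouping of the libraries stands out for the number of called genes: 1 of the 35 splits, the real one, gave as many with edgeR, and likewise 1 each for the genes higher and the genes lower in *LC3b-/-*; the other 34 gave 0. With DESeq2 2 of the 35 splits gave as many, and WT F2, F3 and M1 against the rest gave 2183 genes against 1831 for the real split, so that the larger count of DESeq2 may come in part from differences between mice that are not those of genotype. Among the gene sets 1 of the 35 splits gave a result as large for the peroxins and 1 for the histones, 2 for the OXPHOS subunits, the sterol pathway and peroxisomal oxidation, 3 for the interleukins, 5 for mitochondrial β-oxidation and 8 for the chemokines. For the Reactome sets it was 1 for cellular senescence, 2 for signaling by interleukins, cytokine signaling and respiratory electron transport, 3 for hemostasis and cholesterol biosynthesis, 5 for condensation of prophase chromosomes, 6 for telomere stress-induced senescence, 9 for the citric acid cycle, 25 for lipids and lipoproteins, 30 for the complement cascade, and 33 for fatty acid, triacylglycerol and ketone body metabolism and for peroxisomal lipid metabolism. Chance is argued against for the number of called genes with edgeR. Among this many sets, 1 split as large does not by itself argue against chance, and cellular senescence did not pass with camera; where more splits are as large, a grouping by chance could give the result. At an unadjusted p under 0.05, 20 of the 35 splits gave a solute carrier enrichment as large and 10 a lipoprotein enrichment as large.

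The higher interleukin and chemokine sets may in part be RNA from ocular surface epithelium: 0.0016 and 0.0015 of random lists followed the epithelium markers as closely between the 4 WT libraries. RNA from macrophages or microglia is not decided for the interleukins. Their score minus that of the macrophage and microglia markers was higher in *LC3b-/-* by 0.594 with an exact permutation p of 0.143. The macrophage and microglia list had a median log2 fold change of 0.15 (16 genes, adjusted p = 0.313, −0.11 without WT F3; 22 of the 35 splits as large), and 1 of the 16 is in the copy of Table S1 used here, and its most abundant genes went both ways (*Lyz2* 1.21, *Csf1r* −0.69, *Laptm5* 0.70). An inflammatory state of RPE without LC3b stays open.

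The lower OXPHOS subunits do not follow the epithelium markers (share of random lists 0.992) or the photoreceptor markers (0.999) between the WT libraries. With 4 libraries and subunits that vary together, this cannot exclude different amounts of either RNA. WT M1 weighs on both shares, with the highest WT mean log2 CPM of the subunits (6.75) and epithelium markers (5.46) and the lowest of the photoreceptor markers (0.428). A lower share of RPE RNA was not tested for the subunits. Once the trend with transcript length and GC content was taken off each library, the median difference of the subunits was −0.42 (camera adjusted p = 9.53e-08). That of the histones was −0.95 (2.90e-05), which argues against length or GC content as the whole cause for both sets. Other splits of the libraries reached as far for the OXPHOS subunits, so chance stays open for them. The histone decrease is not discussed in the paper: of 33 genes tested 28 were lower, 0 were called over all genes (3 without WT F1 and 2 without *LC3b-/-* M), 17 had an unadjusted p under 0.05 and 16 passed when adjusted over the list alone, and the set keeps its direction in each library left out (−1.22 without *LC3b-/-* F3 to −0.91 without WT F3). Replication-dependent histone messages mostly lack a poly(A) tail, and small differences in RNA quality or selection could not be tested here.

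RPE markers were lower in *LC3b-/-*: median log2 fold change −0.86 over 20 genes (camera adjusted p = 3.68e-07, fry 0.227; 1 of the 35 splits as large), between −1.19 without *LC3b-/-* M and −0.64 without *LC3b-/-* F1. None was called (4 without *LC3b-/-* M), 12 had an unadjusted p under 0.05 (7 without WT M1) and 7 passed when adjusted over the list alone (0 without WT F3). All 20 have at least 1 CPM in WT, 8 are in the copy of Table S1 used here and 1 is in another list. The most abundant are *Ttr* (13571 ± 3189.7 CPM in WT, 8158 ± 3237 in *LC3b-/-*), *Rgr* (11559 ± 2763 and 5380.2 ± 2496) and *Cst3* (5880.0 ± 1018 and 3977 ± 1131). A lower share of RPE RNA alone would raise all other cell types alike. The epithelium score rose more than the mean of the other lists by 3.65, with an exact permutation p of 0.0857, which does not settle it; lower expression of these genes in RPE without LC3b stays open.

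The other marker lists had medians of 0.74 for fibroblasts (12 genes, adjusted p = 0.0478, fry 0.456; 1.19 without WT F1; 9 of the 35 splits as large), −0.43 for Müller glia (9 genes, 0.313; −0.04 without WT F1; 4 splits), −0.37 for lens (4 genes, 0.467; −0.09 without WT F1; 3 splits), −1.23 for photoreceptors (20 genes, 0.313; −2.56 without *LC3b-/-* F3 and −0.18 without WT F2; 18 splits), 0.10 for erythrocytes (5 genes, 0.944; −0.51 without *LC3b-/-* F1; 31 splits), −0.33 for neutrophils (5 genes, 0.467; 0.03 without WT F1; 16 splits) and 0.45 for skeletal muscle (12 genes, 0.313; 0.13 without *LC3b-/-* F1 and 0.85 without WT M1; 14 splits). Apart from the fibroblasts with camera none passed with all 7 libraries. The genes of these lists have at least 1 CPM in WT except for 1 of the lens and 2 of the neutrophil list, 1 lens gene is in the copy of Table S1 used here and 1 Müller glia gene is in another list.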
